# Contrasts and similarities in the transcriptomic response to antimicrobial coinage metals in *Escherichia coli*

**DOI:** 10.1128/spectrum.02541-25

**Published:** 2026-06-15

**Authors:** Daniel A. Salazar-Alemán, Ashley McGibbon, Raymond J. Turner

**Keywords:** transcriptomics, silver, copper, gold, antimicrobial tolerance, metal resistance, metal-based antimicrobials, iron metabolism, thiol metabolism, cell envelope, metal efflux, zinc import

## Abstract

With the rise of resistance to last-resort antibiotics, metal-based antimicrobials have re-emerged as an alternative to prevent and manage infections. The group 11 metals (copper, silver, gold), historically known for their usage in coins, have demonstrated promising bactericidal activity. Despite their efficiency, we do not have a complete understanding of how bacteria are eradicated by metal ions and how they respond to metal-induced stress. Additionally, most studies in the field focus on the physiological response to acute toxicity, often overlooking longer exposure models. We used RNA-seq profiling to understand the *Escherichia coli* physiological response to sublethal inhibitory antimicrobial coinage metal stress after 10 hours of incubation. Gene expression patterns of the adaptive and intrinsic response elicited by each metal were identified, including increased essential metal uptake (Ag, Cu, Au), cysteine biosynthesis (Cu, Au), change of the metal ion oxidation state (Cu, Au), efflux of metal stressor (Cu), protein translation, and ribosome biogenesis (Au), and cell envelope stress response (Ag). We highlight the remarkable differences and similarities in the transcriptomic response profile of *E. coli* to these antimicrobial metal elements.

**IMPORTANCE:**

Dogma existed in the past, stating that all antimicrobial metals kill bacteria the same way. Thus, the assumption was that bacteria respond the same way to metal toxicity. Nowadays, we understand better why some metal elements are more toxic than others, but questions remain in relation to how bacteria adapt to survive and thrive when challenged by different metal-based antimicrobials. Our study advances the field by characterizing the type of bacterial response needed to acclimate and grow in the presence of silver, copper, and gold—metallic elements known for their antimicrobial activity. Taking advantage of well-characterized *Escherichia coli*, we propose a model that summarizes our findings after comparing the shared and unique responses to each of these metals. This information enhances our understanding of bacterial tolerance to metal-based antimicrobials, which can lead to improved drug development strategies as society continues to search for alternatives against antibiotic-resistant pathogens.

## INTRODUCTION

Metal-based antimicrobials (MBAs) have been used for millennia. Ancient civilizations, such as the Persians and Phoenicians, used silver and copper in vessels to prevent water fouling (1). British settlers in America preserved water by suspending precious metal coins in wooden casks (2). The “father of bacteriology,” Robert Koch, explored the effectiveness of silver and cyanide-gold compounds against *Mycobacterium tuberculosis* through the last two decades of the 19th century (3). Antimicrobial approaches that harnessed the biocidal properties of metals enjoyed the spotlight until Sir Alexander Fleming’s discovery of penicillin in 1928 (4), which subsequently caused antibiotics to become widely used. Nowadays, with the increasing incidence of bacterial strains resistant to most classes of antibiotics (5), MBAs have re-emerged as an alternative to prevent and manage infections (6).

Silver, copper, and gold are group 11 transition metal elements. These are considered precious and thus have been historically used to mint coins; hence the term *coinage metals*. Their effectiveness (7–12) against different WHO critical priority pathogens (5) has led them to return in popularity as antimicrobials. Silver-based antimicrobials are commercially available and see applications in health, including coatings for medical indwelling devices (13), as topical wound dressings (14), and impregnated on textile fabrics (15). Copper is also used in medical settings as part of coatings for high-touch surfaces (10), medical devices (16), and in textiles (17), in addition to a wide variety of usages in agriculture, animal husbandry, and aquaculture due to its antifouling, algaecide, antifungal, and crop-enhancing properties (18). Gold complexes and nanoparticles are under research for their anticancer (19, 20) and antiarthritic (21) properties beyond their bactericidal activity (11, 22, 23), making them good candidates for drug repurposing (24).

We now have a reasonably good understanding of metal toxicity mechanisms and resistance determinants that have allowed further exploration into developing novel MBAs (25–29). Under a One Health perspective, scientists and society must ponder the downstream effects of increased MBA use. The rise of resistance toward metals in the environment is a concern as more MBA applications hit the market, a consequence of the acclimation and passive selection of tolerant organisms that find a way to thrive at exposures below lethal concentrations. Instances of co-selection of resistant determinants to both metal stressors and organic antibiotics are now observed (30). Thus, there is a need to look beyond the standard acute toxicity models (which focus on effective and rapid killing) and investigate changes in bacterial physiology when exposed to sublethal concentrations of antimicrobials, and thus how a culture adapts to such a stress.

In this context, here we compare *Escherichia coli* bacterial physiology after 10 hours of growth in the presence of sublethal concentrations of silver nitrate (AgNO_3_—hereby referred to by the elemental symbol Ag), copper sulfate (CuSO_4_–Cu), and tetrachloroauric acid (HAuCl_4_–Au). This is achieved by leveraging three different RNA-seq data sets and interrogating the *E. coli* transcriptional regulatory network based on gene expression data. As a result, we present the first transcriptomic comparative analysis of the adaptive and intrinsic response profiles upon acclimation to antimicrobial coinage metal-induced stress. Common and unique gene expression patterns of the response elicited by each metal salt were identified, including increased essential metal uptake (Ag, Cu, Au), cysteine biosynthesis (Cu, Au), change of the metal ion oxidation state (Cu, Au), efflux of metal stressor (Cu), translation and ribosome biogenesis (Au), and cell envelope stress response (Ag).

## RESULTS

### Sublethal inhibitory concentration determination

Susceptibility assays were performed on *E. coli* K12 BW25113. Concentrations of 7, 39, and 10 µM of Ag, Cu, and Au, respectively, were deemed as the sublethal inhibitory concentrations to use for the RNA-seq experiments (Fig. S1 through S4). These concentrations exerted a mild inhibitory effect on each bacterial culture as they acclimated to grow in the presence of their respective metal challenges.

### RNA-seq data processing

After processing the sequencing files, differential expression for each metal treatment was obtained by contrasting against their respective non-metal controls. 

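The Cu data set holds 6 RNA-seq libraries of *E. coli* K12 BW25113, a laboratory K12 strain, 3 from cultures that had grown with 39 µM copper sulfate in M9-glucose medium and 3 from cultures without added metal, each sampled after 10 hours. The authors trimmed the reads with rfastp, aligned them to the RefSeq assembly of the BW25113 genome and counted them on each coding sequence with Rsubread. Whether the counting used strand, and how reads that match several places were assigned, is not given in the sources used here. The deposited values are whole-number counts for 4378 coding sequences without normalization. The counts summed to 1725111, 2329025 and 2354392 in control replicates 1, 2 and 3, and to 1583081, 2121178 and 2753148 in Cu replicates 1, 2 and 3. Here the counts were scaled by edgeR's TMM method, with factors of 0.813, 1.21 and 1.17 for the Cu replicates and 1.04, 0.928 and 0.903 for the controls. Coding sequences with too few counts were removed by edgeR's default filter, which left 3702 of 4378. Cu was compared with control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, under the paper's thresholds of an adjusted p below 0.05 and an absolute log2-fold change above 1. Values per gene are CPM, each library's counts scaled to its TMM-adjusted total. The standard error given with an edgeR log2-fold change was derived from the test. It is the absolute log2-fold change divided by the square root of the F statistic. The biological coefficient of variation between replicates was 50.1%, and an exact permutation test of 3 against 3 libraries cannot give a p below 0.1. The paper tested all 4378 coding sequences with DESeq2. That test was also run on the same counts. DESeq2's own count filter was tuned at its default level of 0.1, which the paper does not state, and calls used 0.05. The rerun left 1175 coding sequences without an adjusted p, as many as in the authors' deposited table.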

From a total of 4,378 coding sequences in the *E. coli* K12 BW25113 genome assembly, Ag yielded 131 up-regulated differentially expressed genes (UP DEGs) and 558 down-regulated differentially expressed genes (DOWN DEGs); Cu had 80 UP DEGs and 76 DOWN DEGs, while Au had 1,028 and 1,025, respectively (Tables S1 through S3, Fig. S5 through S7). 

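Of the 3702 coding sequences tested by edgeR in the Cu data set, 3 passed both thresholds as UP DEGs (*cusC*, *azoR* and *rcnA*) and 1 as a DOWN DEG (*malM*). An unadjusted p below 0.05 was reached by 414 genes, 204 higher and 210 lower in Cu, where 185 would be reached by chance. DESeq2 with the thresholds the paper states, and its defaults otherwise, gave 80 UP DEGs and 76 DOWN DEGs on these counts. All 156 carry the same call in the authors' deposited table. All 156 had the same sign and an unadjusted p below 0.05 in the edgeR test. The FMN-dependent NADH-azoreductase gene *azoR* rose from 39.1 ± 15.6 CPM (SD, n = 3) to 854 ± 153 CPM (SD, n = 3), a log2-fold change of 4.44 (standard error 0.45, adjusted p = 0.0389 from edgeR's quasi-likelihood test). The nickel and cobalt efflux gene *rcnA* rose from 6.16 ± 1.52 CPM (SD, n = 3) to 154 ± 74.3 CPM (SD, n = 3), a log2-fold change of 4.63 (standard error 0.52, adjusted p = 0.0459 from the same edgeR test). The maltose operon gene *malM* went from 178 ± 45.6 CPM (SD, n = 3) to 24.5 ± 3.09 CPM (SD, n = 3), a log2-fold change of -2.86 (standard error 0.30, adjusted p = 0.0389 from the same edgeR test). Among the DEGs of the authors' deposited table, all 3 Cu libraries lay above all 3 controls for 62 of the 80 UP DEGs and below them for 74 of the 76 DOWN DEGs. These genes were called on the same 6 libraries, so this share cannot be set against chance. Over the 3702 genes tested, the groups did not overlap for 15.7%, in either direction, where chance gives 10%. The number of DEGs rested on Cu replicate 1. Without it, the edgeR test called 392 UP DEGs and 616 DOWN DEGs. Without any one of the other 5 libraries it called 0, with between 162 and 278 genes at an unadjusted p below 0.05.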

Principal component analysis was performed on the top 5% most variable genes per data set after r-log transformation of their expression data, showing clusters of samples according to the treatment used (Fig. S1).

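For the Cu data set, the principal components of the r-log values of the 219 most variable genes were recomputed from the deposited counts, with the genes centred and not scaled. PC1 held 77.8% of the variance and PC2 16.0%. On PC1, Cu replicates 2 and 3 lay at 23.03 and 23.68, and the 3 controls at -8.0, -12.30 and -13.35. Cu replicate 1 lay at -13.06, between 2 of the controls. On PC2, Cu replicates 1, 2 and 3 lay at -13.32, -0.96 and -0.82, and the controls at 12.23, 3.54 and -0.66. All 3 Cu libraries therefore lay below all 3 controls on PC2, with Cu replicates 2 and 3 close to control replicate 3. Without Cu replicate 1, the gap on PC1 between the groups was 91.0% of the range of the scores. Over the 3702 genes that passed the count filter, the log2 CPM values of Cu replicates 2 and 3 had a Pearson r of 0.98, a correlation across genes, which are not independent replicates. Cu replicate 1 had an r of 0.75 and 0.76 with Cu replicates 2 and 3 and of 0.89, 0.94 and 0.96 with control replicates 1, 2 and 3. Between the controls r was 0.93, 0.93 and 0.97. Every pair of libraries differed by more than the sampling noise, the lowest chi-square per degree of freedom being 23.7, for Cu replicates 2 and 3. The paper states that the plots show clusters of samples by treatment.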

We generated Venn diagrams to visualize the overlaps in DEGs from our three metal salt data sets (Fig. 1). Unique DEGs were found in each of our treatments, while also indicating small groups of shared genes between the different metal stressors. Across the three metal salt treatments, 23 genes were shared as UP DEGs (Table 1), while 25 were shared as DOWN DEGs.

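In the Cu libraries, all 23 genes of Table 1 had an edgeR log2-fold change above 1, with a mean of 2.69 and a median of 2.51. After adjustment over all 3702 genes tested, 1 of them passed the thresholds, *azoR*, and adjusted over the list alone all 23 did. The list was chosen partly on these libraries, so the second count is not independent evidence, and any control libraries that the comparisons of the 3 metals share would by themselves raise the number of genes called in all of them. DESeq2 with the paper's thresholds called all 23. Every Cu library lay above every control for 14 of the 23 genes. For the other 9, Cu replicate 1 lay within or below the range of the controls. The phosphate-starvation-inducible gene *psiE* is one with a wide spread, at 12.4, 368 and 364 CPM in Cu replicates 1, 2 and 3 and 6.91 ± 2.94 CPM (SD, n = 3) in the controls. Its log2-fold change was 5.17 (standard error 1.22, adjusted p = 0.312 by edgeR and 0.000874 by DESeq2). The zinc-responsive *zraP* is one with less spread, at 23.9 ± 3.85 CPM (SD, n = 3) in Cu and 5.50 ± 1.05 CPM (SD, n = 3) in the controls, a log2-fold change of 2.12 (standard error 0.30, adjusted p = 0.0771 by edgeR and 5.1e-06 by DESeq2). Without Cu replicate 1, edgeR called 22 of the 23 genes, and without any one of the other libraries 0.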

**Fig 1:**
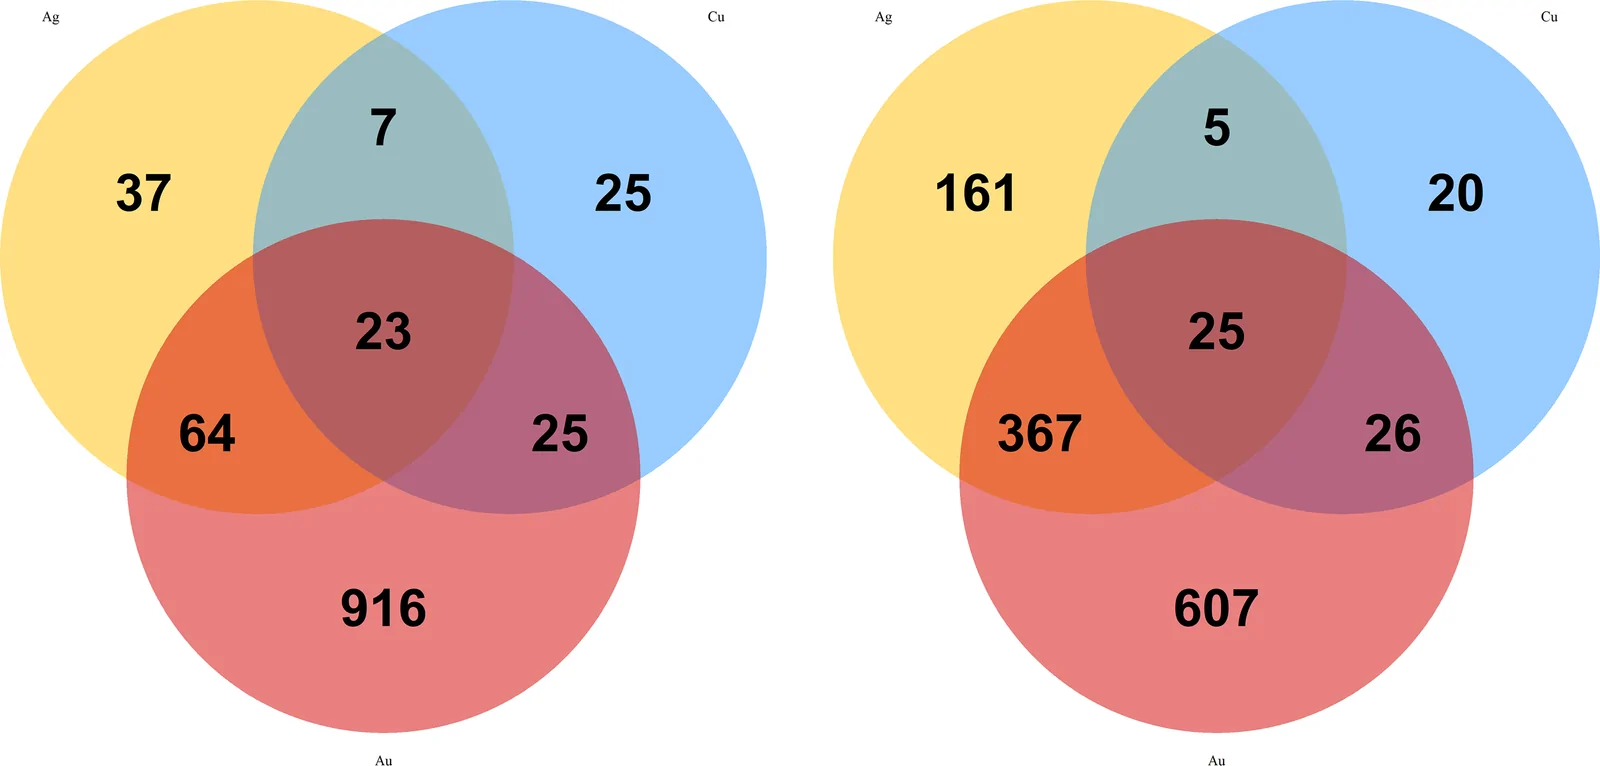
Venn diagrams showing overlaps in up-regulated (left) and down-regulated (right) differentially expressed genes of *E. coli* K12 BW25113 after growing in sublethal concentrations of silver nitrate-, copper sulfate-, or tetrachloroauric acid-spiked M9-glucose minimal media for 10 hours. The yellow circle belongs to the genes from the silver nitrate treatment, blue is for copper sulfate, and red is for tetrachloroauric acid.

**TABLE 1:** List of the 23 significantly up-regulated genes that overlapped across the silver nitrate, copper sulfate, and tetrachloroauric acid RNA-seq data sets

Gene	Product	Uniprot ID
*ybfA*	YbfA family protein	P0AAU2
*ybiE*	Protein YbiE	P0DSE7
*ndh*	NADH-quinone dehydrogenase	P00393
*bhsA*	Multiple stress resistance protein BhsA	P0AB40
*azoR*	FMN-dependent NADH-azoreductase	P41407
*ydeA*	L-arabinose MFS transporter	P31122
*ydhR*	Monooxygenase	P0ACX3
*tcyP*	L-cystine/L-cysteine shuttle transport system	P77529
*guaB*	IMP dehydrogenase	P0ADG7
*grcA*	Autonomous glycyl radical cofactor GrcA	P68066
*serA*	Phosphoglycerate dehydrogenase	P0A9T0
*yrbN*	Protein YrbN	C1P618
*feoA*	Ferrous iron transporter A	P0AEL3
*feoB*	Fe(2+) transporter permease subunit FeoB	P33650
*feoC*	[Fe–S]-dependent transcriptional repressor FeoC	P64638
*glnA*	Glutamate–ammonia ligase	P0A9C5
*zraP*	Zinc responsive periplasmic chaperone ZraP	P0AAA9
*psiE*	Phosphate-starvation-inducible protein PsiE	P0A7C8
*xylE*	D-xylose transporter XylE	P0AGF4
*yjcB*	YjcB family protein	P32700
*proP*	Glycine betaine/L-proline transporter ProP	P0C0L7
*fecB*	Fe(3+) dicitrate ABC transporter substrate-binding protein FecB	P15028
*fecA*	Fe(3+) dicitrate transport protein FecA	P13036

### Obtaining biological significance by interrogating regulons of interest and co-expression patterns

To further investigate the biological context of the gene expression data, we uploaded our raw FASTQ sequencing files to the Integrated System for Motif Activity Response Analysis (ISMARA) (31) web server. With this bioinformatic tool, we were able to identify the regulons that had the highest and lowest gene expression activity in our metal salt treatments (Tables S1 through S3), as it detects motifs in the promoters of the *E. coli* K12 genome and infers the activity of gene regulators based on the expression of their target genes. One of the regulons that scored among the top 10 in activity across the three treatments is Fur, whose target genes are known to be involved in maintaining iron homeostasis. Another highlight was the presence of some known copper homeostasis mechanisms, governed by the CusR and CueR regulons, with the latter having high activities in the Cu and Au data sets but not in Ag. Full results (Z-score and rank per treatment) are included in Table S7.

To identify co-expression patterns, we queried an *E. coli* transcriptional regulatory network based on independently modulated signals, known as iModulons (32). For this purpose, we utilized the *E. coli* PRECISE-1K data set (33). This is composed of 201 groups of independently modulated groups of genes identified by an unsupervised machine-learning algorithm that have shown clear co-expression patterns across 533 different experimental conditions. Each iModulon is subsequently linked to the effect of a single, multiple, or no known regulators. After determining the expression activities for each of the 201 iModulons in our experimental conditions (Fig. 2), we discovered that the Au treatment yielded the highest amount of significant iModulons, with 38; meanwhile, Ag and Cu reported 13 and 8 significant iModulons, respectively. There were no shared significantly up-regulated iModulons across the three metal treatments, which is an indicator of how each metal stressor required a different type of response for the cultures to reach acclimation.

**Fig 2:**
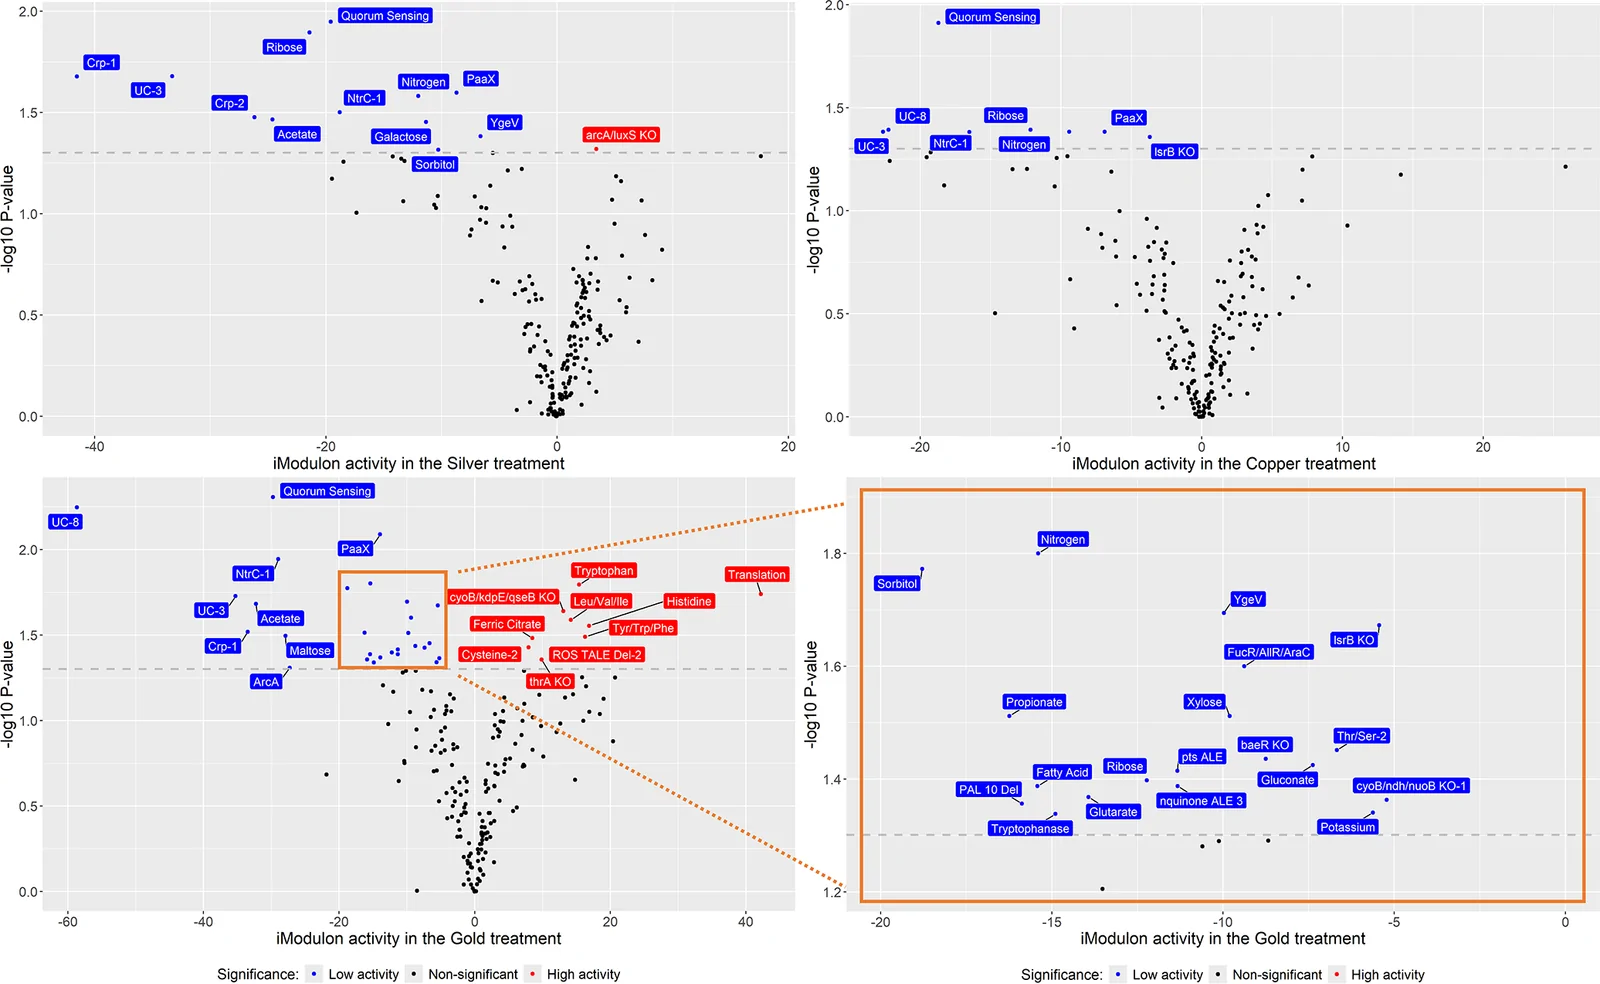
Distribution of iModulon activities in the silver nitrate (top left), copper sulfate (top right), and tetrachloroauric acid (bottom left and right) data sets relative to their non-metal controls. Positive activities in the x-axis indicate iModulons that are more active in the metal condition compared to the control, and vice versa. Statistical significance was calculated using the cumulative log-normal distribution of each iModulon across all conditions. The highlighted data points correspond to iModulons with a *P* value score lower than 0.05.

## DISCUSSION

Bacterial susceptibility studies have traditionally focused on acute toxicity models, where the focus is to measure lethality and response over short periods of time (0 to 4 hours) after exposing a growing culture to a bactericidal concentration of an antimicrobial. A reflection of this approach is that one typically sees a general SOS stress response highlighting their findings (34). This has the downside effect of ignoring longer exposure models where bacterial physiology is modified as the organism acclimates to the antimicrobial stress. Nowadays, as the scientific community grows aware of the One Health perspective (35), these physiological adaptations that lead to antimicrobial tolerance in prolonged exposure conditions have gained interest. Here, we analyze the adaptive gene expression of *E. coli* growing under sublethal inhibitory antimicrobial coinage metal stress. By leveraging regulon expression analysis and machine learning-based clusters of co-expressed genes, we compared shared and unique trends in the bacterial physiology acclimated to sustained Ag, Cu, and Au-induced stress. Our findings are summarized in Fig. 3 and discussed below.

**Fig 3:**
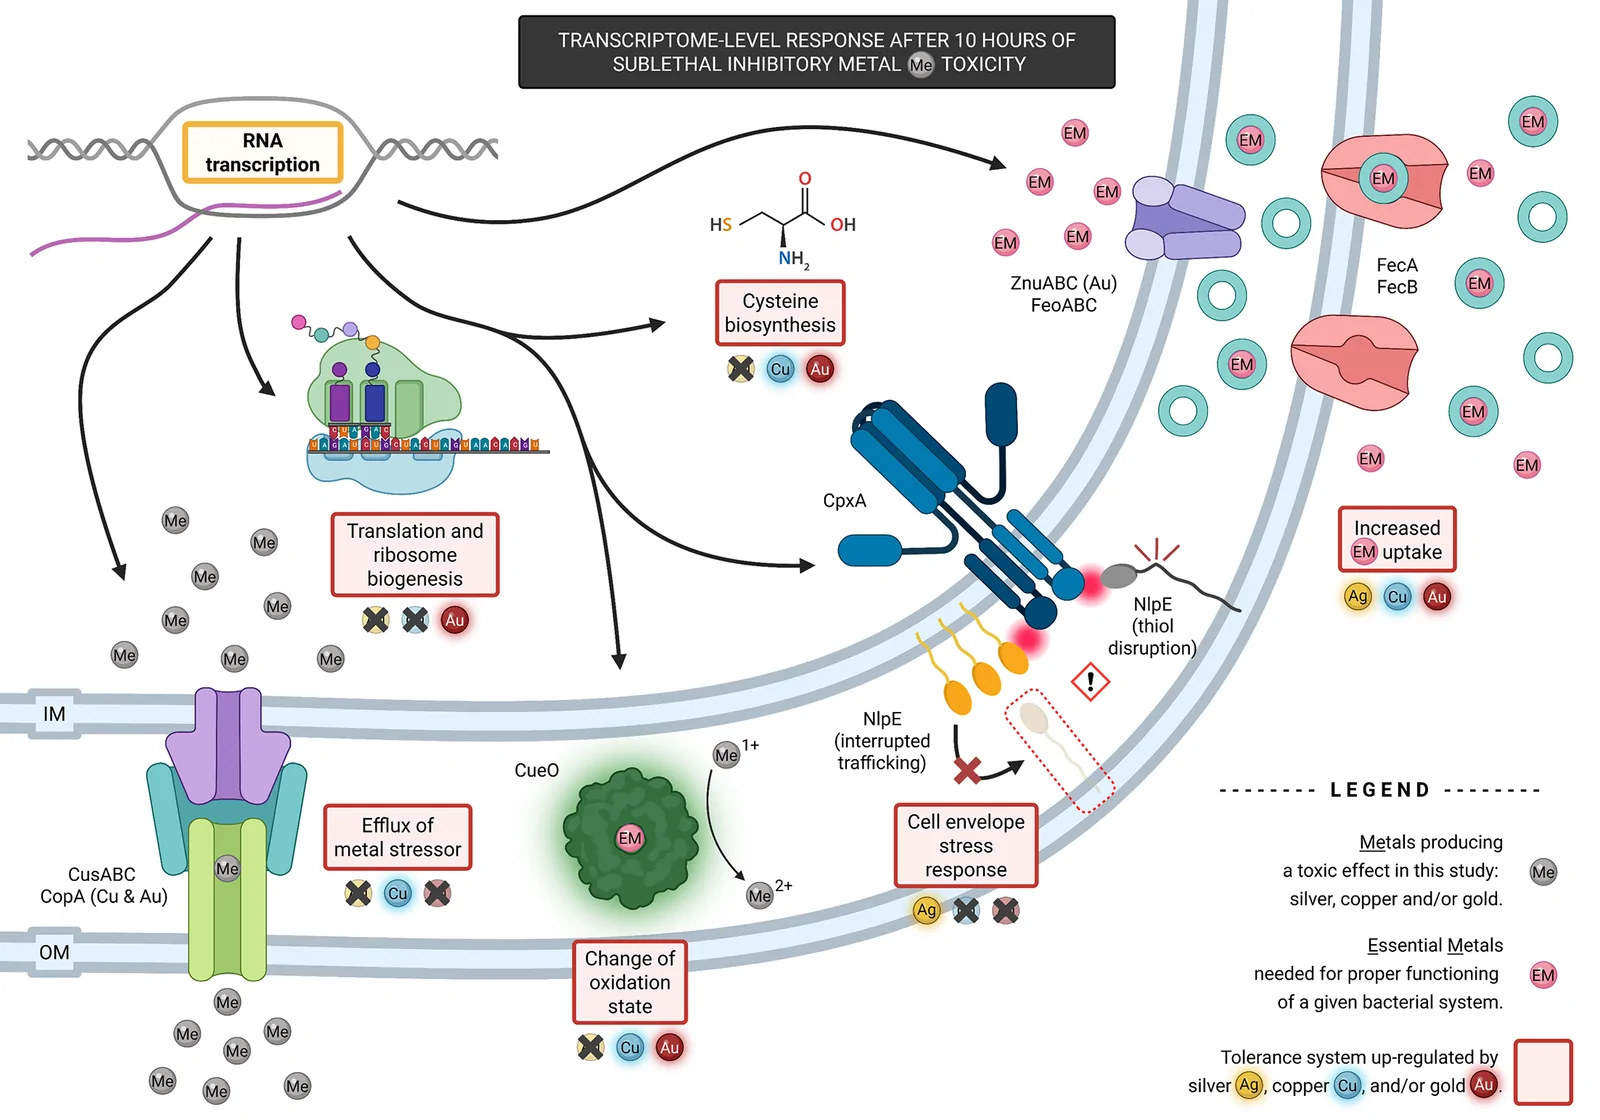
Generalized model of the *E. coli* K12 BW25113 transcriptome-level response to sublethal inhibitory stress induced by antimicrobial coinage metal salts after 10 hours of growth. An increase in the expression of essential metal (EM) uptake systems was observed: iron metabolism and uptake were affected by each metal, while the ZnuABC zinc uptake system was up-regulated by gold (Au). Silver (Ag) triggered the cell envelope stress response, which acts upon outer membrane protein trafficking disruption and misfolding (through the NlpE sentry protein [36]). Copper (Cu) activated the expression of the Cus system, which effluxes excess copper ions. The other copper homeostasis system in *E. coli*, Cue, is sensitive to monovalent metal cations (37) and was up-regulated by Au and Cu: CueO specializes in changing the oxidation state of the more toxic Cu(I) to the less toxic Cu(II), while CopA exports Cu(I) to the periplasm. Cysteine biosynthesis and sulfur metabolism were induced by Cu and Au to replenish the antioxidant pool of the cell and maintain redox balance in the cytoplasm and periplasm. Au also caused increased gene expression activity in ribosome biogenesis and protein translation-related genes. Created with BioRender.com.

These elements belong to group 11 of the periodic table and thus share certain properties, but key differences lead to large changes in their interactions with biomolecules. The metal element toxicity level correlates with its physicochemical parameters. A study on *Pseudomonas fluorescens* found that six parameters were correlated to experimental toxicity levels: the metal–sulfide solubility product (pK_sp_), standard redox potential (∆E^0^), electronegativity (X_m_), electron density (Log AR/AW), Pearson's softness index (σ_p_), and covalent index (X_m_^2^r) (38). Table 3 lists these and other physicochemical properties of the three elements under study, which relate to how much toxic stress can be generated based on how the metal ions can interact with biomolecules.

As one goes down group 11 in the periodic table (copper, silver, gold), ionization energy and atomic radius tend to increase, inverse to redox chemistry, which tends to decline to the point that gold is often considered chemically inert (39). Typically, the enthalpies of atomization of the elements increase the lower one goes in each group, but differences tend to be small in the enthalpies between the 3d, 4d, and 5d orbitals of these group 11 elements, reflecting similar strengths of bonding. However, the *ns*^1^ outer electron of these coinage metals can be ionized at higher energies than the alkali metals. Copper and silver have similar first ionization energies at ~740 kJ/mol, but gold is higher at 890 kJ/mol. The pK_sp_ relates to the strength of binding to R-SH groups. These parameters would reflect the on-off bonding rates with the various soft biochemical bases. Other parameters relate to how tight and flexible their ligand coordination geometry is, allowing them to compete out essential metals, leading to a mis-metalation style of toxicity (40). The differences expressed in the values in Table 3 would give an expected order of toxicity of the coinage metal elements as copper > silver > gold. Yet, our results show that silver is the most toxic in *E. coli* (Fig. S2–S4) because cells have evolved important dedicated homeostasis systems to protect cellular targets from free copper ions (discussed below), which do not exist for the other two. Regardless, we would expect the Cu^+^, Ag^−^, and Au^−^ ion forms to be more reactive than their Cu^2+^, Ag^+^, and Au^3+^ or Au^+^ forms of copper, silver, and gold, respectively. Thus, their toxicity may depend more on the redox potential and pH of the cell (in relation to the Pourbaix diagram for each element), which would dictate the relative concentration of the lower oxidation state ions.

### Coinage metal salts affect the expression of iron homeostasis genes

Based on the 23 UP DEGs that were shared between the three metal salt treatments, we interrogated the Gene Ontology (GO) enrichments of this subset using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) (41). This resulted in three Biological Process GO terms being enriched: transition metal ion homeostasis (GO: 0055076), iron import into the cell (GO: 0033212), and iron ion homeostasis (GO: 0055072) (Fig. 4). As such, it is natural to infer a disruption of iron homeostasis and metabolism caused by the three metal stressors in question. This is further supported by the overall increase in gene expression activity within the Fur regulon (ferric uptake regulation, Fig. S11), which features as one of the regulons with the highest activity across all metal treatments (#1 in Ag and Au, #10 in Cu) (Table 2).

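Fig. S11 lists 91 genes of the Fur regulon, of which 87 had enough counts in the Cu data set to be tested. In Cu, 67 of these 87 had an edgeR log2-fold change above 0 and 21 had one above 1, with a median of 0.59. By edgeR 1 of them was an UP DEG, *rcnA*, and none was a DOWN DEG, while DESeq2 called 13 UP and 0 DOWN. All 3 Cu libraries were above all 3 controls for 19 of the 91 listed genes and below them for 0. The 19 tested *ent*, *fep* and *fhu* genes for siderophore synthesis and uptake had a mean log2-fold change of 0.60, with 19 of 19 above 0 (limma's camera test with a preset correlation of 0.01, adjusted p = 0.000109; fry, adjusted p = 0.166). None of the 20 sets tested passed an adjusted p of 0.05 under fry or under camera with an estimated correlation. Without Cu replicate 3 that mean was 0.36. The 7 *fec* genes for ferric citrate uptake had a mean of 1.36 (camera, adjusted p = 9.7e-05; fry, adjusted p = 0.166). Their CPM averaged on the log2 scale was 5.53 in Cu replicate 1, within the 5.32 to 5.70 of the controls, and 6.96 and 7.28 in Cu replicates 2 and 3. From the overall increase in this regulon, together with the shared UP DEGs, the paper infers a disruption of iron homeostasis.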

**Fig 4:**
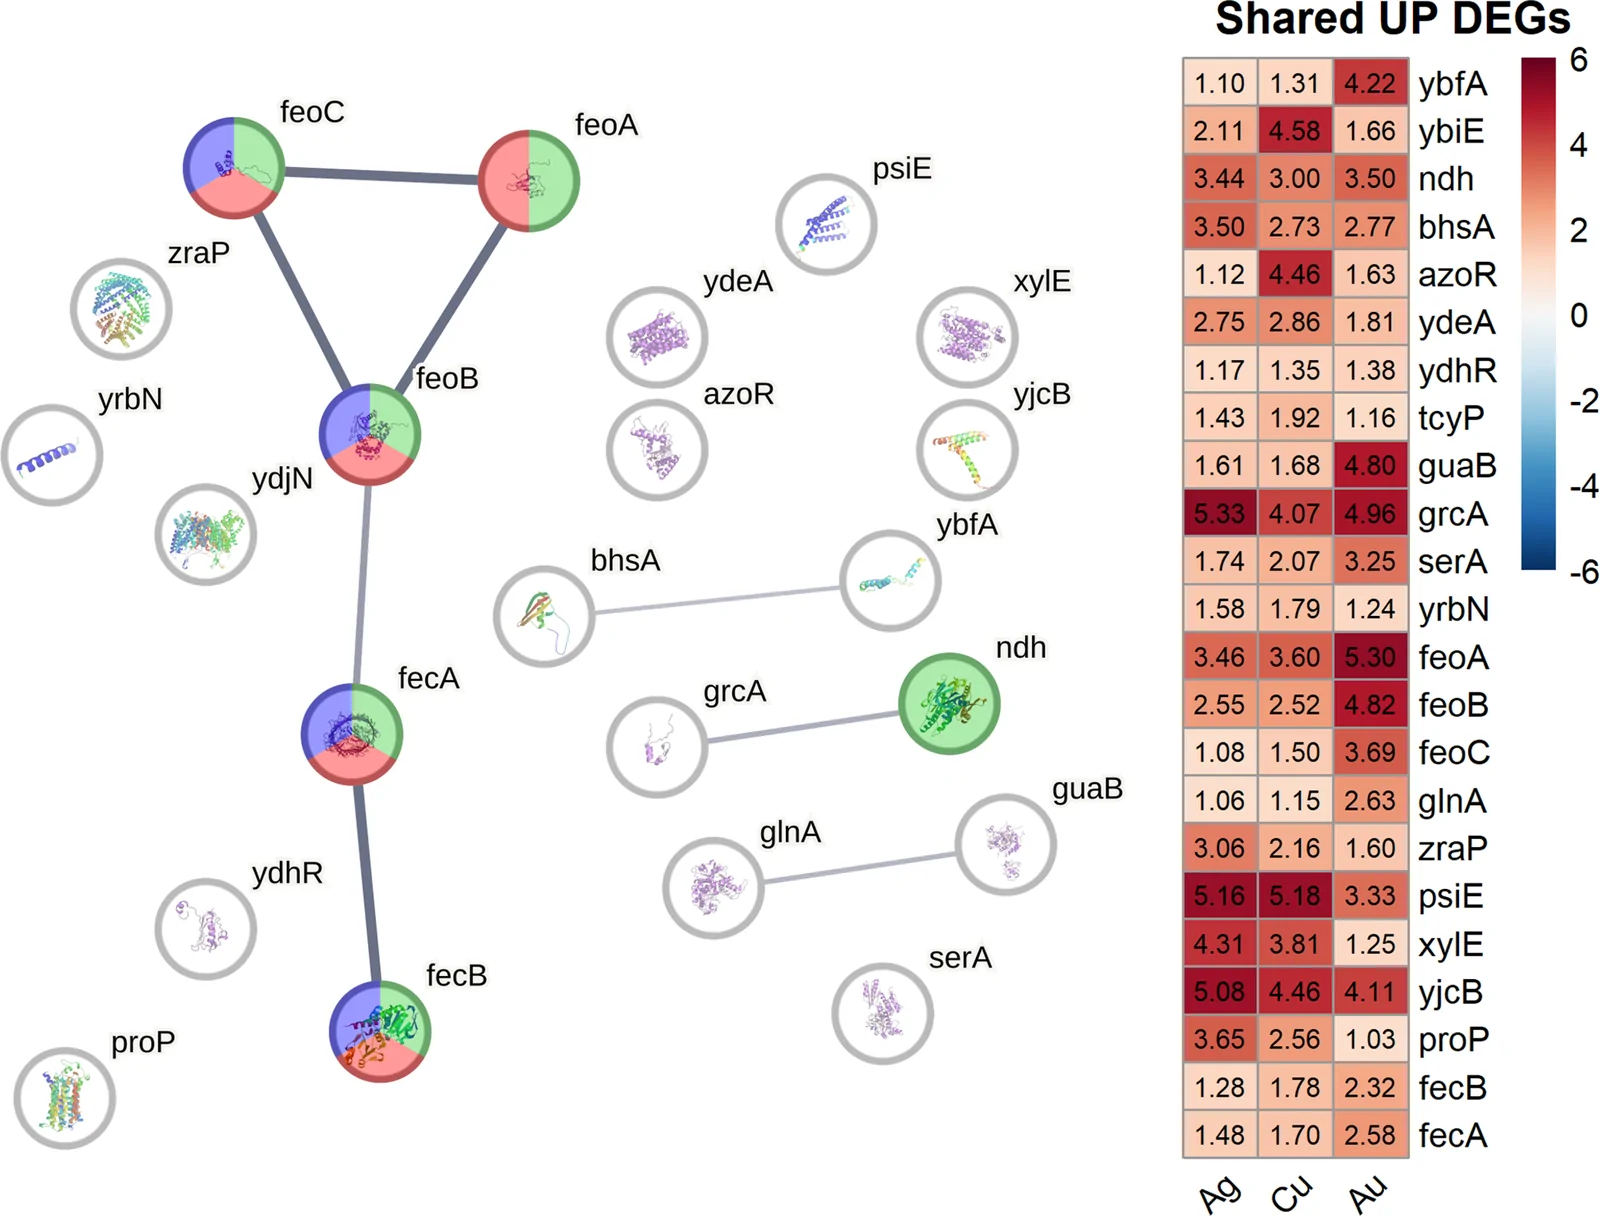
Network interactions map (left) and average log_2_-fold change in gene expression for the 23 shared significant up-regulated genes between the silver nitrate (Ag), copper sulfate (Cu), and tetrachloroauric acid (Au) conditions (right). Each node from the network map represents a gene, and these are connected by edges to adjacent nodes representing a possible interaction between them. A thicker edge between nodes indicates a higher degree of confidence in that interaction. Certain nodes are colored based on the enriched Gene Ontology term they are a part of: green for transition metal ion homeostasis (GO: 0055076), blue for iron import into the cell (GO: 0033212), and red for iron ion homeostasis (GO: 0055072). Each metal salt treatment was contrasted against a non-metal challenge control, with three biological trials each.

**TABLE 2:** Notable *E. coli* K12 BW25113 regulons implicated in gene expression changes after 10 hours of growth in the presence of silver nitrate (Ag), copper sulfate (Cu), or tetrachloroauric acid (Au), obtained using ISMARA^*a*^

Regulator	Description	Ag		Cu		Au	
		Z-score	Rank	Z-score	Rank	Z-score	Rank
ArgP	Modulates transcription of genes related to arginine and lysine metabolism	0.665	16	0.359	25	4.334	7
ArgR	Represses the expression of arginine biosynthesis genes	0.709	12	−0.299	169	3.748	9
CpxR	Responds to misfolded periplasmic and inner membrane proteins	1.897	2	0.435	23	−0.409	109
CueR	Controls the expression of the copA and cueO copper homeostasis genes	0.186	61	1.851	3	6.01	6
CusR	Copper extrusion system CusCFBA	0.305	39	1.986	1	0.123	75
CysB	Activator of sulfur metabolism and cysteine biosynthesis	0.143	76	1.584	4	1.717	35
Fur	Repressor of ferric uptake regulon. Controls expression of genes involved in iron homeostasis	4.748	1	0.962	10	12.253	1
MetJ	Represses the methionine operon	1.082	7	−0.213	152	9.89	2
TrpR	Expression of the tryptophan biosynthesis regulation and transport regulon	0.417	31	0.137	65	7.936	4
TyrR	Modulates the expression of genes involved in aromatic amino acid biosynthesis and transport	0.264	48	−0.357	175	3.625	10
Zur	Zinc ABC transporter uptake system	0.199	59	−0.204	150	6.075	5

^*a*^ The z-score is a representation of differential expression induced in the target genes as a number of *n* standard deviations away from zero, with scores indicating up- (z-score > 0) or down- (z-score < 0) regulation in these genes. From a total of 207 analyzed regulons, each one is ranked from highest to lowest activity within each treatment.

Fur is a transcriptional regulator that can bind a 2-iron, 2-sulfur cluster ([2Fe–2S]). It has been proposed that its main regulatory role is to act as a sensor of ferrous iron [Fe(II)] within the cell (42). When there is an abundance of intracellular Fe(II), [2Fe–2S] centers become more available and trigger a conformational change in Fur (43), enabling its genetic repressor role. Conversely, when Fe(II) is scarce, Fur repression is alleviated, resulting in a higher expression of its target genes. Seven Fur target genes over four transcriptional units stand out as UP DEGs across the three conditions: NADH-quinone dehydrogenase *ndh*, autonomous glycyl radical cofactor *grcA*, ferrous iron transport system *feoABC*, and ferric [Fe(III)] citrate transport components *fecAB*. 

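In Cu, the 7 Fur targets had edgeR log2-fold changes between 1.48 (*feoC*) and 4.08 (*grcA*), with a mean of 2.59. None of the 7 passed an adjusted p of 0.05 over all genes by edgeR, although all 7 had an unadjusted p below 0.05 and all 7 pass when adjusted over the list alone, a list that was chosen partly on these libraries. All 7 were UP DEGs by DESeq2. For *ndh* (position 1161541 to 1162842 of the BW25113 chromosome) the controls were at 56.3 ± 14.0 CPM (SD, n = 3) and Cu replicates 1, 2 and 3 at 80.9, 612 and 642 CPM, a log2-fold change of 2.98 (standard error 0.76, adjusted p = 0.348 by edgeR and 0.000211 by DESeq2). For *grcA* the Cu libraries spread widest, at 167, 3212 and 605 CPM against 78.7 ± 72.0 CPM (SD, n = 3) in the controls, with an adjusted p of 0.403 by edgeR and 0.000903 by DESeq2, and the log2-fold change was 2.30 without Cu replicate 2. The ferrous iron transporter gene *feoB* was at 243, 1741 and 606 CPM in Cu against 151 ± 20.1 CPM (SD, n = 3), a log2-fold change of 2.51 (standard error 0.71) that was 1.49 without Cu replicate 2. The receptor gene *fecA* was at 114, 381 and 459.8 CPM in Cu against 98.9 ± 12.7 CPM (SD, n = 3), a log2-fold change of 1.69 (standard error 0.51). Every Cu library was above every control for 5 of the 7 genes, the exceptions being *feoC* and *fecB*. Without Cu replicate 1, edgeR called all 7.

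**Figure D1:**
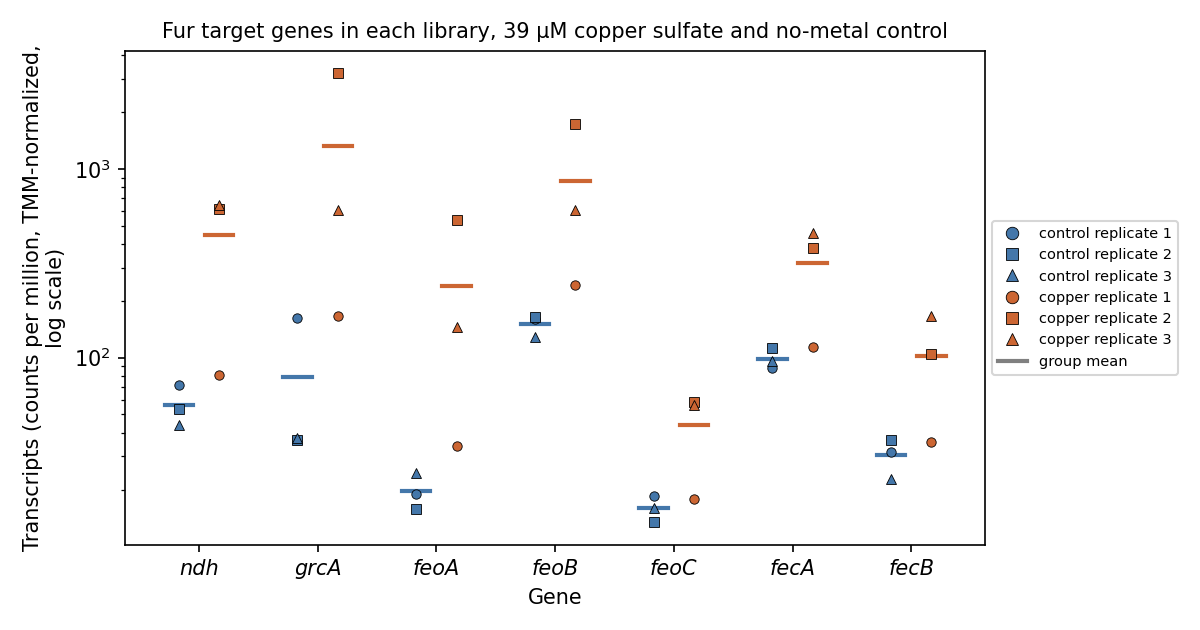
CPM (TMM-normalized, log scale) of the 7 Fur target genes in each of the 3 Cu and 3 control libraries, with horizontal lines at the group means. Cu replicates 2 and 3 lie above the controls for all 7 genes, and Cu replicate 1 lies near them (*ndh* at 80.9 CPM).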

The presence of these last two iron import operons would indicate that the three metal salts are inducing an iron-deprived state in their respective cultures. This type of genetic response has also been observed with gallium nitrate (44).

While it is a shared trend, it is possible that each coinage metal elicited this type of response through different mechanisms. Ag(I) is known to attack exposed [Fe–S] clusters (45) given its nature as a soft acid, interacting with thiol ligands (46). Copper, being able to switch between its soft acid cuprous [Cu(I)] and borderline acid cupric [Cu(II)] forms under cellular redox potentials (47), has the ability to compete iron out from these clusters. Both interactions are likely to compromise the integrity of Fur’s [2Fe–2S] cluster. On the other hand, tetrachloroauric acid presents gold in its trivalent oxidation state. Being a harder acid, Au(III) wouldn’t exactly fit Ag(I) or Cu(II)’s models, but it’s been reported that it indirectly triggers a major oxidative imbalance in *E. coli*, characterized by an increase in superoxide (11). Such a phenomenon could be explained by a reduction of Au(III) to Au(I) caused by an undetermined cellular redox activity, which would allow it to compete with Cu(I) sites. It’s been suggested that a local production of Au(I) salts could happen in a reductive environment, such as the *E. coli* cell (48), and metal reduction toward their elemental state is one of the bacterial responses to metal stress (49). This could partly explain the indirect disruption of iron homeostasis and metabolism by Au, although the exact mechanism is yet to be elucidated.

### Expression of the Cus and Cue systems is heavily influenced by the presence of copper

The ability of copper to act as a soft or borderline acid by cycling between Cu(I) and Cu(II) grants a wide range of biochemical applications for this metal. The former tends to have more affinity for soft bases (thioethers and thiols), while the latter shows increased affinity for borderline bases (imidazole nitrogen groups, glutamate, aspartate) (50). As such, it acts as a cofactor in metalloproteins with various functionalities, including oxidation–reduction reactions, electron transfer and transport, and denitrification (51). This feature brings forward a dilemma—copper is an essential trace element, but too much copper becomes toxic due to (i) its tendency to displace other essential metals from their ligands (such as zinc and iron) (52, 53), and (ii) its ability to catalyze hydroxyl radical formation through Fenton chemistry (54, 55).

To protect against copper toxicity, microorganisms have evolved mechanisms that directly control its homeostasis. *E. coli* relies on two main systems to achieve this, each regulated separately. The cytoplasmic CueR requires two Cu(I) ions to become active and promote the transcription of *cueO* and *copA* (56), acting as a de facto Cu(I) sensor in the cytoplasm. This triggers a detoxifying event in which the P-type ATPase CopA and its Cu(I) cytoplasmic chaperone CopA(Z) isoform work in tandem to efflux Cu(I) ions to the periplasm (57–60), where they are oxidized to the less toxic Cu(II) form by CueO (61). On the other hand, the two-component signal transduction system CusSR senses increases in the periplasmic concentration of Cu(I) and promotes the transcription of the Cus system (56, 62), comprised of the *cusCFBA* and *cusSR* transcriptional units. The RND efflux complex CusABC extrudes Cu(I) ions accumulated in the periplasm and cytoplasm (63). It is assisted by the Cu(I) chaperone CusF, which works in tandem with CopA to transfer heavy metal ions to CusABC (64).

In our experiment, Cu stress caused a notable increase in gene expression for both copper homeostasis genes in the CueR regulon, as expected (Table 3). 

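Positions of the copper genes are those of the BW25113 assembly in the paper's Supplementary Table 4, of which the first 1304 of 4378 rows were used here. The multicopper oxidase gene *cueO* (BW25113_RS00615, 133570 to 135117, plus strand) rose from 70.0 ± 6.09 CPM (SD, n = 3) to 654 ± 218 CPM (SD, n = 3) in Cu, a log2-fold change of 3.22 (standard error 0.38, adjusted p = 0.0503 by edgeR's quasi-likelihood test and 1.8e-17 by DESeq2). The Cu(I) exporter gene *copA* (BW25113_RS02500, 504334 to 506835, minus strand) rose from 205 ± 53.6 CPM (SD, n = 3) to 5816 ± 2847 CPM (SD, n = 3), a log2-fold change of 4.83 (standard error 0.67, adjusted p = 0.0771 by edgeR and 2.1e-15 by DESeq2). Both edgeR values fall short of the threshold of 0.05. For *cueO* the adjusted p ranged from 1.8e-17 to 0.423 over the alternatives tried and was below 0.05 by DESeq2, by limma-voom with and without sample quality weights, with RLE size factors, without the count filter, with a mean count of at least 50, by the edgeR version 4 form of the test and without Cu replicate 1. For *copA* the adjusted p ranged from 2.1e-15 to 0.423 over the same alternatives. It was below 0.05 by DESeq2, by limma-voom with and without sample quality weights and without Cu replicate 1. Every Cu library was above every control for both genes. Relative to the control mean, Cu replicates 1, 2 and 3 were 5.75, 11.2 and 11.1 times as high for *cueO* and 12.3, 36.0 and 36.7 times as high for *copA*. With each library left out in turn, the log2-fold change stayed between 3.08 and 3.55 for *cueO* and between 4.60 and 5.25 for *copA*.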

Surprisingly, Au presented an even sharper increase, while Ag only increased *copA* expression marginally (Fig. 5). Meanwhile, the CusR regulon was significantly up-regulated by Cu, with only CusC being an UP DEG in the Ag treatment.

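The genes of the CusR regulon lie next to each other, with *cusS* (588787 to 590226) and *cusR* (590219 to 590899) on the minus strand and *cusC* (591056 to 592426), *cusF* (592587 to 592916), *cusB* (592935 to 594155) and *cusA* (594170 to 597310) on the plus strand. Expression of *cusC* was almost absent in the controls, with 2, 1 and 3 counts, and reached 716, 7905 and 6416 counts in Cu replicates 1, 2 and 3. Over the pooled counts this is a 2158-fold difference, with a 95% interval of 991 to 5880.3 that covers counting error only. The fitted log2-fold change of *cusC*, which depends on edgeR's prior count at so few control counts, was 10.81 (standard error 1.02, adjusted p = 0.0389 by edgeR and 8.3e-32 by DESeq2). The chaperone gene *cusF* had 4, 3 and 1 counts in the controls and 75, 2161 and 3024 in Cu, a 566-fold difference with a counting interval of 287 to 1312. For *cusB* and *cusA* the log2-fold changes were 8.54 and 5.05 (standard errors 1.17 and 0.87, adjusted p = 0.0771 and 0.154 by edgeR). The sensor and regulator genes *cusS* and *cusR* rose less, by 2.18 and 3.96 (standard errors 0.41 and 0.62, adjusted p = 0.185 and 0.113 by edgeR). DESeq2 called all 6 genes, with adjusted p between 8.3e-32 and 6.1e-06. By edgeR *cusC* alone passed over all genes tested, and all 6 passed when adjusted over the list alone. Every Cu library was above every control for all 6 genes. As a set they had a mean log2-fold change of 6.55 (camera, adjusted p = 1.2e-20; fry, adjusted p = 0.106). Without Cu replicate 1, edgeR called all 6, and without any one of the other libraries 0. The paper states that Cu raised both CueR-regulated genes and significantly up-regulated the CusR regulon. Beside its fold changes and calls, it ranks both regulators among the highest for Cu, scored on the same libraries.

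**Figure D2:**
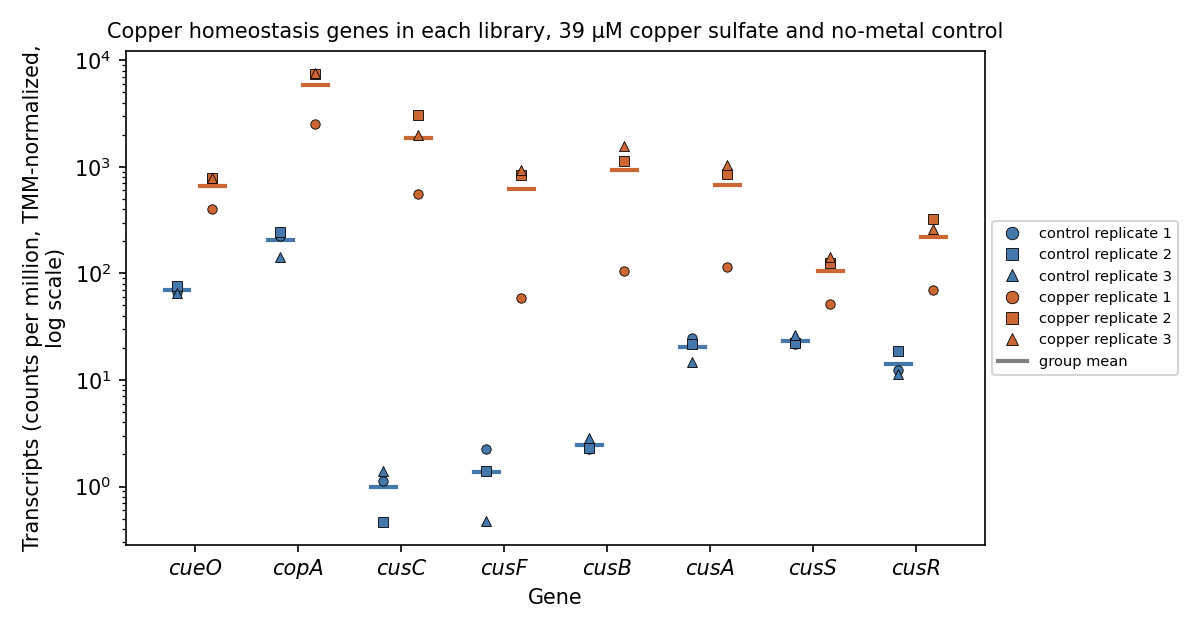
CPM (TMM-normalized, log scale) of *cueO*, *copA* and the 6 CusR-regulated genes in each of the 3 Cu and 3 control libraries, with horizontal lines at the group means. All 3 Cu libraries lie above all 3 controls for the 8 genes, with Cu replicate 1 the lowest of the Cu libraries (*cusC* at 557 CPM).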

**TABLE 3:** List of atomic and chemical properties from each coinage metal

Property		Copper	Silver	Gold	Reference
Atomic number; AN		29	47	79	(65)
Atomic weight; AW		63.546	107.868	196.967	(65)
Electronic configuration		[Ar] 3d^10^ 4s^1^	[Kr] 4d^10^ 5s^1^	[Xe] 4f^14^ 5d^10^ 6s^1^	(65)
Electronegativity; X_m_		1.65	1.93	2.54	(38)
Ionization energy, by orbital (kJ/mol)	1st	745.3	730.8	889.9	(65)
	2nd	1,957.3	2,072.6	1,973.3	
	3rd	3,577.6	3,359.4	2,895	
Atomic radius; AR (pm)		128	144	144	(65)
Redox potential; ∆E (V)		+0.15 Cu(II)/Cu(s)	+0.79 Ag(I)/Ag(s)	+1.50 Au(III)/Au(s)	(66)
Enthalpies of atomization (kJ/mol)		337	284	379	(65)
Metal sulfide affinity; pK_sp_		40.3	53.6	72.8	(38)
Electron density; log(AR/AW)		−1.672	−1.851	−2.136	(38)
Pearson’s softness index; σ_p_		0.104	0.74	0.44	(38)
Covalent index; X_m_^2^AR		1.987	4.283	5.483	(38)

**Fig 5:**
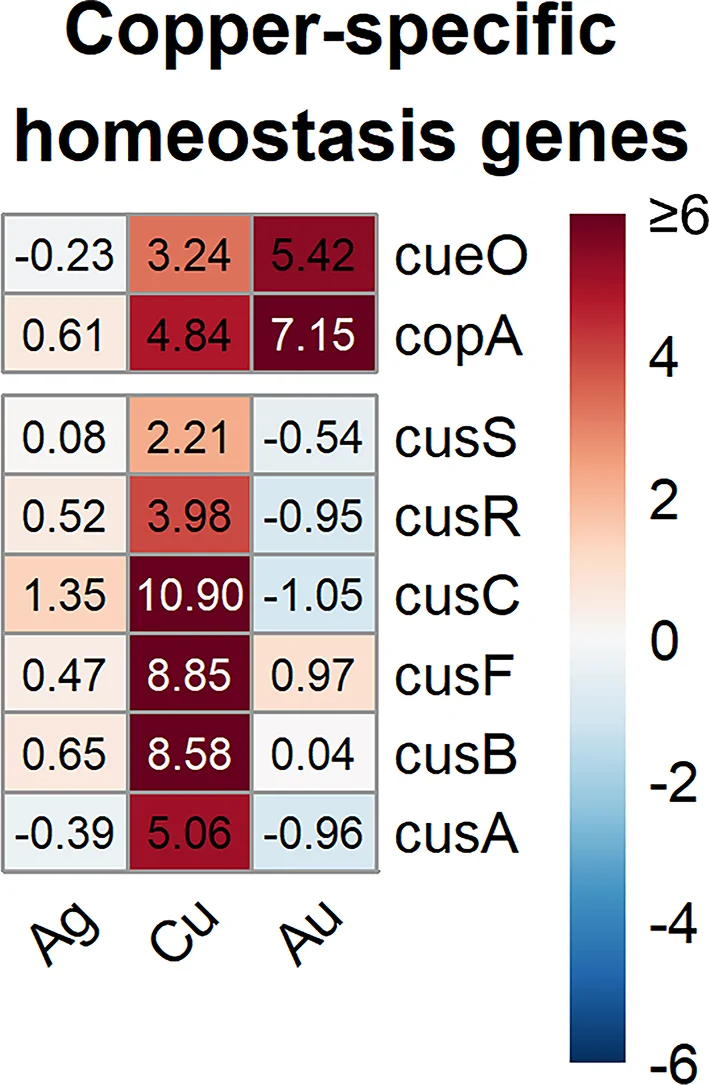
Average log_2_-fold change in gene expression for genes that are known to play a central role in maintaining copper homeostasis in *E. coli* K12 BW25113. The first pair of genes is regulated by CueR, while the second cluster is regulated by CusR. Each column corresponds to a different experimental condition: silver nitrate (Ag), copper sulfate (Cu), and tetrachloroauric acid (Au). Every experiment was contrasted against a non-metal challenge control, with three biological trials each.

There is evidence in the literature of CueR responding to the presence of Ag, Cu, and Au metal salts within 3 hours of exposure (37, 48, 67), even if the copper-detoxifying functions of CueO or CopA are not necessarily compatible with silver (68) or gold (67), respectively. This is notable because CueR is reported to have a high selectivity for monovalent metal cations (37), which would fit with the possibility of a localized production of Au(I) salts within the reductive environment of an *E. coli* cell (48). On the other hand, the increase in gene expression of the CusR regulon caused by Cu is a validation of copper efflux being one of the essential mechanisms to cope with an excess of this metal. While it’s been reported in other short-term exposure studies that the Cus system can also respond to Ag(I) ions (69) and efflux them (70), the increase in expression activity by the Ag treatment was markedly smaller than that of Cu exposure. Beyond their known role in maintaining copper homeostasis, our results add nuance to the function of the Cue and Cus systems after acclimation to Ag and Au stress, and how the induction of these systems by Ag decreases after initial exposure.

### Silver activates the Cpx cell envelope stress response

One of the unique signals we detected in our Ag experiment was the increased gene expression activity in the CpxR regulon. The Cpx response is composed of a two-component signal transduction system (the sensor kinase CpxA and the transcriptional regulator CpxR), and senses misfolding and misplacement of proteins in the cell envelope (71). Multiple stimuli have been documented to induce it, including acute exposure to copper chloride (CuCl_2_) (72, 73). A model has been proposed where Cu(I) inhibits lipoprotein maturation while they are in traffic from the inner membrane (IM) to the outer membrane (OM). This prevents the sentry lipoprotein NlpE from reaching the OM, causing it to accumulate in the IM, which ultimately triggers the Cpx response (36).

While silver nitrate toxicity is known to attack the cell envelope (74), we believe this is the first report of an up-regulation of the CpxR regulon by this metal stressor. Eight CpxR-regulated genes were above significance thresholds in our Ag experiment: periplasmic serine endoprotease *degP*, hemolysin expression modulator *hha*, 3-deoxy-7-phosphoheptulonate synthase *aroG*, curli assembly components *csgFE*, multiple antibiotic resistance transcriptional regulator *marR*, predicted inner membrane protein *yqaE*, and Cpx response modulator *cpxP*. All of these demonstrated slight increases in expression in the Cu data set, with *csgFE* and FtsH protease modulator *yccA* being UP DEGs as well (Fig. 6). 

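All 9 of these CpxR-regulated genes had an edgeR log2-fold change above 0 in Cu, with a mean of 0.82 and a median of 0.76. None passed an adjusted p of 0.05 by edgeR, over all genes or adjusted over the list alone, and 1 had an unadjusted p below 0.05. DESeq2 called 1, *yccA*. This gene went from 255 ± 64.0 CPM (SD, n = 3) to 311, 1190.3 and 917 CPM in Cu replicates 1, 2 and 3, a log2-fold change of 1.66 (standard error 0.54, adjusted p = 0.403 by edgeR and 0.0291 by DESeq2). The curli genes had few counts. *csgE* had 18, 11 and 30 counts in the controls and 6, 81 and 130 in Cu, a log2-fold change of 1.43 (standard error 0.74, adjusted p = 0.484 by edgeR and 0.199 by DESeq2). *csgF* had 16, 6 and 21 counts in the controls and 9, 44 and 73 in Cu, a log2-fold change of 1.16 (standard error 0.57, adjusted p = 0.478 by edgeR and 0.220 by DESeq2). For *cpxP* the log2-fold change was 0.76 (standard error 0.49, adjusted p = 0.519 by edgeR and 0.329 by DESeq2), with 133, 55.1 and 52.3 CPM in the controls and 98.0, 208 and 99.9 CPM in Cu. Its log2-fold change was 1.33 without control replicate 1 and 0.31 without Cu replicate 2. It was called in limma-voom with sample quality weights (log2-fold change 1.19, adjusted p = 0.0405, within 0.0405 to 0.960 over the alternatives). Cu replicate 1 was above all 3 controls for none of the 9 genes. The 9 genes were raised as a set in camera (adjusted p = 0.00652) and not in fry (adjusted p = 0.255), but *yccA* joined the list as an UP DEG of these libraries, so this is not independent evidence. The camera value was 0.0761 without control replicate 2 and 0.0716 without Cu replicate 2, and ranged from 0.000917 to 0.384 over the alternatives. The mean was 0.51 without Cu replicate 2. Without Cu replicate 1, edgeR called 3 of the 9.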

Considering that both Cu(I) and Ag(I) ions (soft acids) will tend to attack thiol groups from cysteine residues (soft base) (46), it is theoretically possible for both to oxidize thiols to induce this type of response. Nonetheless, this induction of the Cpx response from Ag and Cu supports cell envelope homeostasis as a target for silver ion toxicity. This is consistent with shorter-term observations of induction of CpxR-related genes in previous studies, as this regulon has been shown to respond to Cu stress after 30 minutes of exposure (73), and the *cpxR* gene itself has been reported to be up-regulated more than twofold after 10 minutes of silver nanoparticle exposure (75).

**Fig 6:**
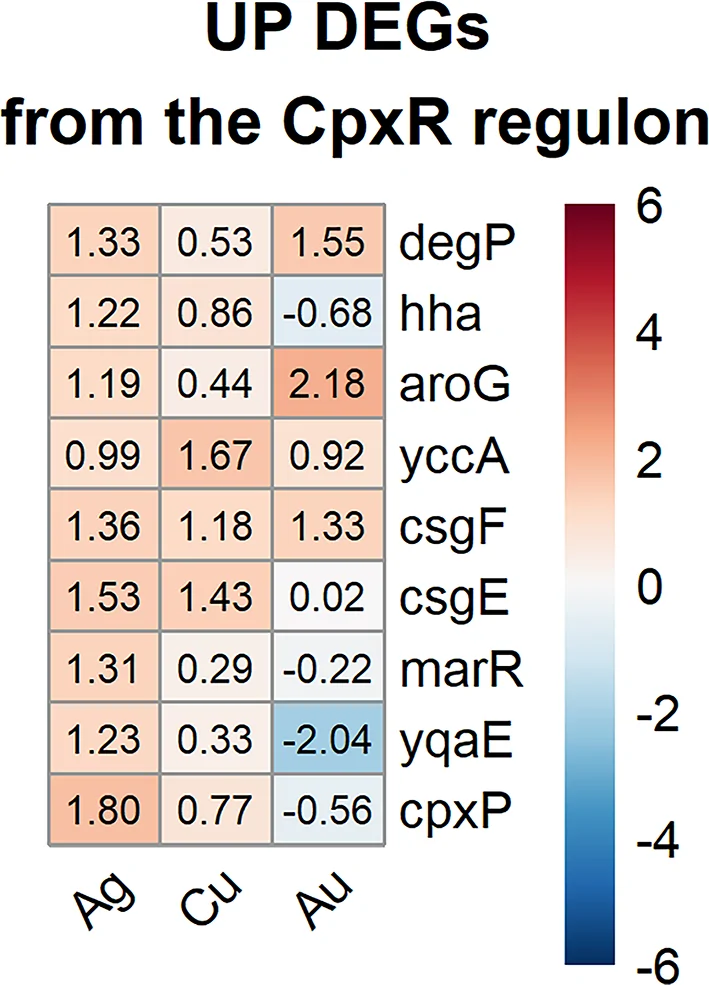
Average log_2_-fold change in gene expression for CpxR-regulated differentially expressed genes for the Ag and Cu treatments in *E. coli*. Each column corresponds to a different experimental condition: silver nitrate (Ag), copper sulfate (Cu), and tetrachloroauric acid (Au). Every experiment was contrasted against a non-metal challenge control, with three biological trials each.

### Genes related to reduced thiol and redox balance are induced by copper and gold

Metal stress has been shown to cause a spike in oxidative stress upon exposure (76), which results in redox imbalance and a depletion of the antioxidant pool of the cell. 

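Expression of OxyR and SoxRS target genes in Cu was examined over 2 lists of known targets. The 14 OxyR targets tested, among them *katG*, *ahpC*, *ahpF*, *dps* and genes of the *suf* operon, had a mean edgeR log2-fold change of -0.34 and a median of -0.44, with 4 of 14 above 0 (camera, adjusted p = 0.104; fry, adjusted p = 0.166). The decrease passed an adjusted p of 0.05 when the same test was made on DESeq2's statistics (0.0445) or in limma-voom (0.0329), within a range of 0.0329 to 0.460 over the alternatives. The mean was -0.18 without control replicate 1 (adjusted p = 0.377). The 13 SoxRS targets tested, among them *sodA*, *fumC* and *zwf*, had a mean of 0.11 and a median of 0.38, with 7 of 13 above 0 (camera, adjusted p = 0.481; fry, adjusted p = 0.295), and a mean of 0.18 without control replicate 1. *soxS* itself was at 25.7 ± 5.27 CPM (SD, n = 3) in the controls and 25.7, 111 and 70.7 CPM in Cu replicates 1, 2 and 3. Its log2-fold change was 1.44 (standard error 0.52), with an adjusted p of 0.422 by edgeR and 0.0557 by DESeq2, and it was called in limma-voom with sample quality weights and without Cu replicate 1, with adjusted p values from 0.00586 to 0.960 over the alternatives. It was 0.93 without Cu replicate 2. No gene of either list was an UP DEG in edgeR or DESeq2, and 1 of the OxyR and 2 of the SoxRS targets had an unadjusted p below 0.05 in edgeR.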

When looking at our data sets, none showed a significant increase in expression activity for any of the regulons mainly implicated in the immediate response to oxidative stress—OxyR and SoxRS (Table S7). This is an expected outcome considering that these regulons are more active upon peak oxidative stress shock, as *soxS* has been observed to be up-regulated >600-fold 10 minutes after silver chloride exposure (75), but their regulon-wide activity winds down once redox balance has been reestablished (77), which is consistent with the acclimation model from our experiment.

One of the consequences of these spikes in oxidative stress is an increase in reduced thiols due to the antioxidant pool of the cell being depleted (11). For this reason, we decided to monitor the CysB regulon, which had high expression activities in the Cu and Au data sets (Fig. 7). This transcription factor regulates genes involved in pathways, such as cysteine biosynthesis and sulfate assimilation, having a central role in replenishing the pools of antioxidant molecules, such as glutathione and thioredoxin (78). Both Cu and Au show an overall trend of up-regulation, with Cu having 16 out of 22 genes being transcribed more than twofold, and Au having the highest expression numbers. This is compounded by the up-regulation of (i) *trxB* (log_2_-fold change: Au 2.25), which codes for thioredoxin reductase and is a known target for auranofin toxicity (79), and (ii) the *gsiABCD* transcriptional unit (average log_2_-fold change: Cu 1.18, Au 1.44) that codes for a glutathione import system. 

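In Cu, 16 of the 22 CysB-regulated genes in Fig. 7 had an edgeR log2-fold change above 1 and all 22 had one above 0, with a mean of 1.12. None was an UP DEG by edgeR, 2 had an unadjusted p below 0.05, and 2 were UP DEGs by DESeq2. The count above 1 rested on control replicate 1. Without it, 3 of the 22 genes were above 1 and the mean was 0.70, and without Cu replicate 3 the count was 7. Control replicate 1 was the lowest of the 6 libraries for 20 of the 22 genes. The sulfite reductase gene *cysI* was at 33.5, 2580.1 and 1336 CPM in control replicates 1, 2 and 3 and at 1793, 3487 and 4455 CPM in Cu replicates 1, 2 and 3, a log2-fold change of 1.30 (standard error 1.23, adjusted p = 0.640 by edgeR and 0.456 by DESeq2). *cysH* was at 19.5, 748 and 425 CPM in the controls and 524, 1784 and 1466 CPM in Cu, a log2-fold change of 1.66 (standard error 1.13, adjusted p = 0.531 by edgeR and 0.286 by DESeq2). Without control replicate 1 the log2-fold change was 0.73 for *cysI* and 1.10 for *cysH*, and without control replicate 2 it was 2.32 and 2.58. For none of the 22 genes were all 3 Cu libraries above all 3 controls, and Cu replicate 1 was above all controls for none. The 18 *cys* genes as a set had a mean log2-fold change of 0.88 and a median of 1.17 (camera, adjusted p = 0.000826; fry, adjusted p = 0.245), and a mean of 0.50 without control replicate 1 and 1.48 without control replicate 2.

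**Figure D3:**
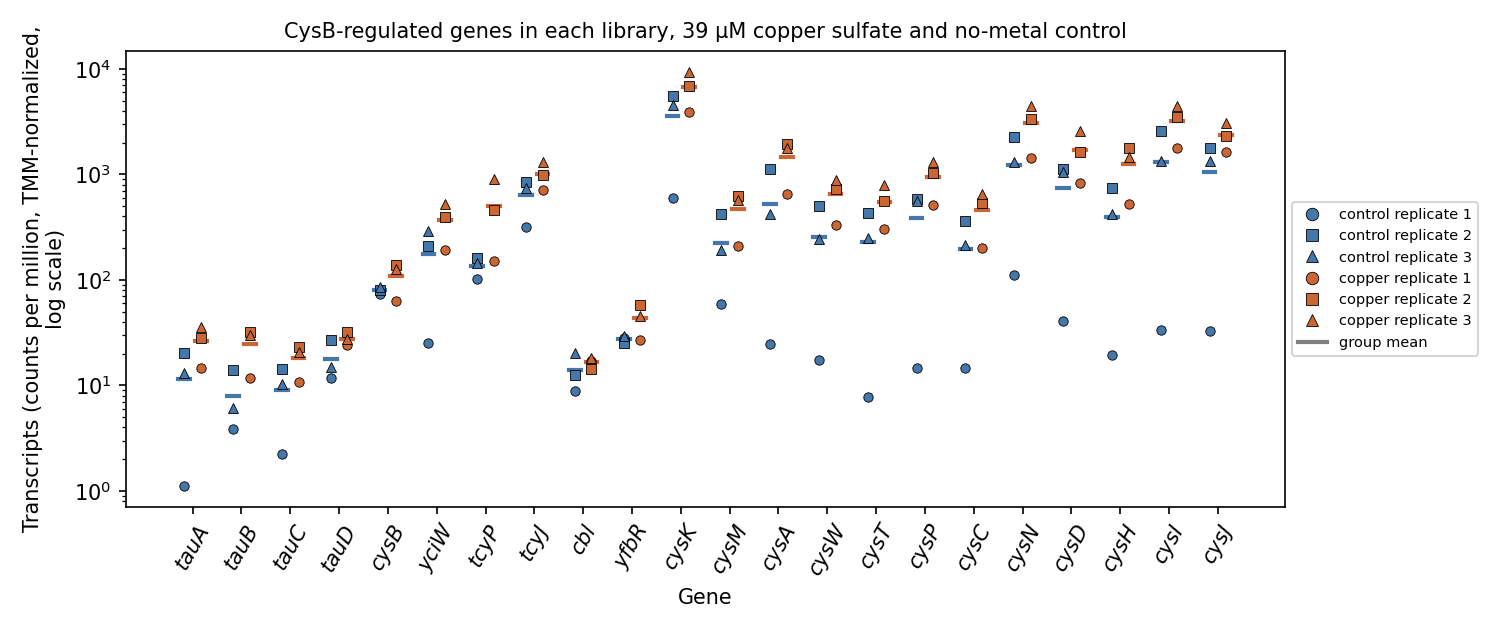
CPM (TMM-normalized, log scale) of the 22 CysB-regulated genes in each of the 3 Cu and 3 control libraries, with horizontal lines at the group means. Control replicate 1 (circles at the bottom) is the lowest library for 20 of the 22 genes.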

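The 4 *gsiABCD* genes had an average edgeR log2-fold change of 1.17 in Cu, and 1.18 with DESeq2. The averages of their log2 CPM were 5.96, 7.58 and 7.02 in control replicates 1, 2 and 3 and 7.21, 8.38 and 8.54 in Cu replicates 1, 2 and 3. Cu replicate 1 therefore lay inside the range of the controls. None of the 4 genes was an UP DEG by edgeR or DESeq2, and 1 of them had an unadjusted p below 0.05 by edgeR. As a set they were raised in camera (adjusted p = 0.00543) and not in fry (adjusted p = 0.166). Without control replicate 1, the lowest library for all 4 genes, the average was 0.84 and the camera test had an adjusted p of 0.0506, within 0.000596 to 0.353 over the alternatives. Over the 6 libraries left out in turn the average ranged from 0.84 to 1.65.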

The latter is not part of the CysB regulon but is often co-expressed with some of those genes as part of the Cysteine-1 iModulon (32), which was up-regulated by Au (Fig. 5).

**Fig 7:**
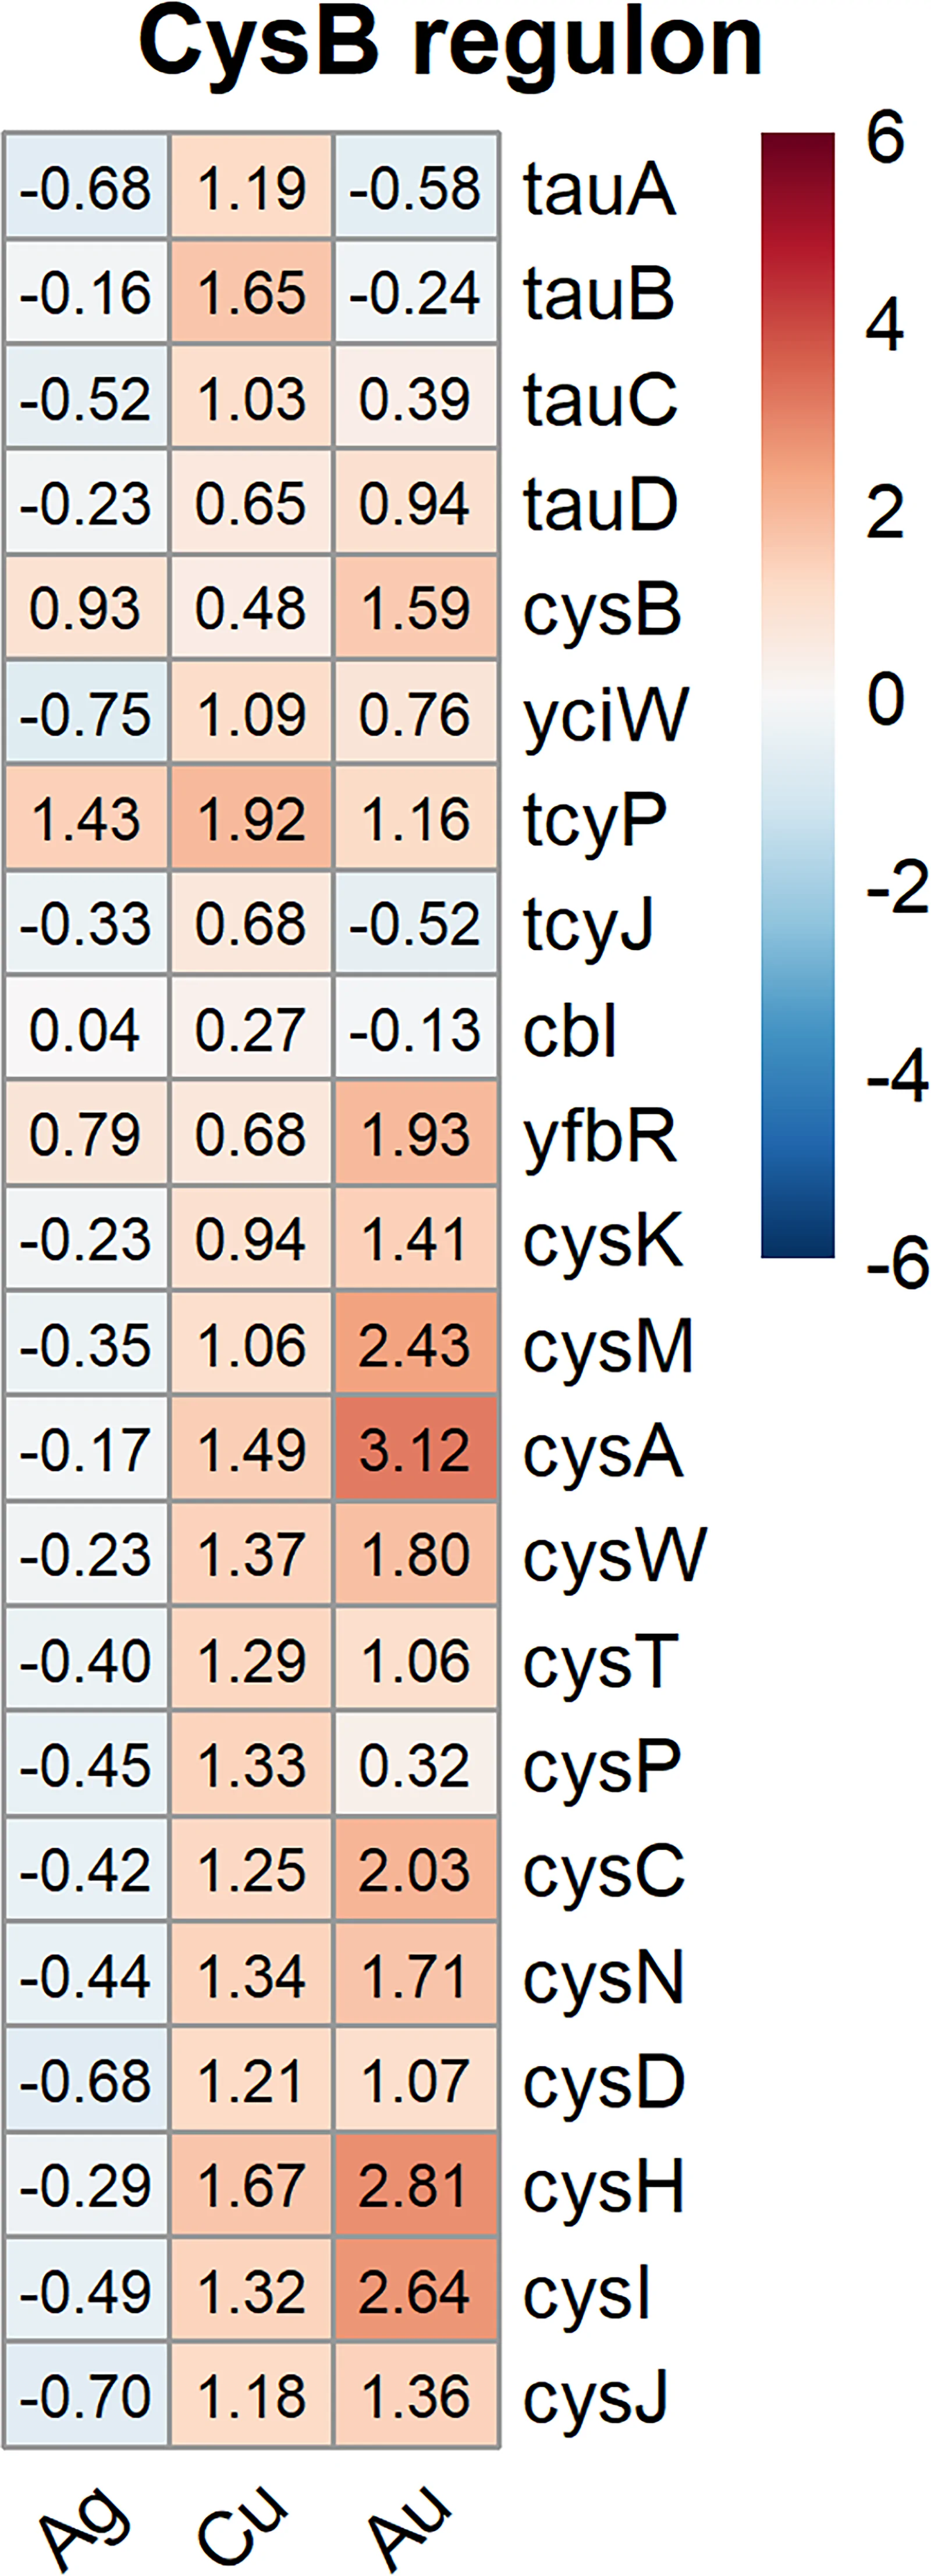
Average log_2_-fold change in gene expression for CysB-regulated genes in *E. coli* K12 BW25113. Each column corresponds to a different experimental condition: silver nitrate (Ag), copper sulfate (Cu), and tetrachloroauric acid (Au). Every experiment was contrasted against a non-metal challenge control, with three biological trials each.

While these two metals reported high expression activities in the CysB regulon, Ag did not elicit the same type of response, having most of this regulon down-regulated. Despite this contrast, the CysB-regulated *tcyP* appeared as an UP DEG across our three metal treatments. This gene codes for a L-cystine/L-cysteine shuttle transport system, which provides reducing equivalents to the periplasm, helping restore redox balance as part of the *E. coli* response to oxidative stress (80). 

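In the Cu data set, *tcyP* was at 102, 161 and 145 CPM in control replicates 1, 2 and 3 and at 152, 456 and 913 CPM in Cu replicates 1, 2 and 3. The log2-fold change was 1.90 (standard error 0.63), with an adjusted p of 0.408 by edgeR and 0.0257 by DESeq2. Cu replicate 1 lay between 2 of the controls, so the groups overlapped. With each library left out in turn the log2-fold change ranged from 1.17 (without Cu replicate 3) to 2.40, and of these fits edgeR called the gene in the one without Cu replicate 1 (adjusted p = 0.00511, within 0.00413 to 0.960 over all alternatives). It was also called in limma-voom with sample quality weights.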

Along with the CysB regulon, *tcyP* was also significantly up-regulated in a previous acclimation experiment using gallium nitrate (44). These observations at large suggest that both the CysB regulon and the TcyP exchanger could play an important role in protecting against oxidative stress induced by toxic metals over longer exposure times by helping cells maintain a steady supply of antioxidant molecules. Considering that genes from the Cys family have been reported to be up-regulated within 30 minutes of silver and copper exposure (73, 75), this also reflects how the adaptive response to each metal differs over time, as they seem to retain high expression levels after acclimation is reached for Cu but not for Ag.

### Gold affects the expression of genes related to protein translation, ribosome biogenesis, and zinc uptake

Our Au data set is the first published data set that explores the transcriptome-wide response to Au(III) after 10 hours of growth. This experiment yielded the transcriptional profile that differed the most from its non-metal-treated control, with 46.89% of our strain’s coding sequences being differentially expressed. Part of this contrast can be explained by what seems to be an increase in protein synthesis. The Translation iModulon (Fig. 2) presents the highest activity in our Au treatment. This cluster of co-expressed genes is mostly composed of ribosomal subunit proteins related to translation or ribosomal structure and biogenesis (32). One of the common transcription factors of 44 out of 53 genes from this group is DksA, an autoregulated DOWN DEG (log_2_-fold change: −1.12) which controls the expression of a variety of operons related to amino acid biosynthesis and ribosomal subunits. Furthermore, the up-regulation of several amino acid biosynthesis regulons (MetJ, TrpR, ArgP, ArgR, TyrR; Table S3) and iModulons (Histidine, Tyr/Trp/Phe, Tryptophan, Leu/Val/Ile, Cysteine-2; Fig. 2) suggests an increased demand of amino acids for translation. This evidence leads us to believe that Au exposure is somehow leading to protein breakdown or ribosome disassembly at a greater degree than Ag and Cu, eliciting this kind of response. While direct evidence of gold ion toxicity targeting ribosomes is limited, there is precedent of gold nanoparticles affecting ribosome-tRNA binding by another study (81). It is reasonable to assume a possible path of toxicity by means of interactions between gold ions with exposed thiol and thioether groups from ribosomal proteins, similar to previous observations with auranofin (82).

Another regulon that stood out from our Au experiment is the one controlled by the zinc uptake regulator Zur. This transcription factor uses four Zn(II) atoms in its active DNA-binding form, repressing the transcription of its target genes (83), including the zinc uptake system ZnuABC and its chaperone ZinT. All of Zur’s target genes are up-regulated in our Au condition, with only one just below significance levels (Fig. 8). This observation is consistent with the down-regulation of z*ntA*, which encodes for a P-type ATPase that effluxes Zn(II) ions from the cytoplasm to the periplasm (84). *zntA* transcription is activated by ZntR in the presence of Zn(II), and its activation is also dependent on the availability of these ions. Therefore, this could be an indication that our Au treatment may be leading to a zinc-deprived state, commanding a higher demand for Zn(II).

**Fig 8:**
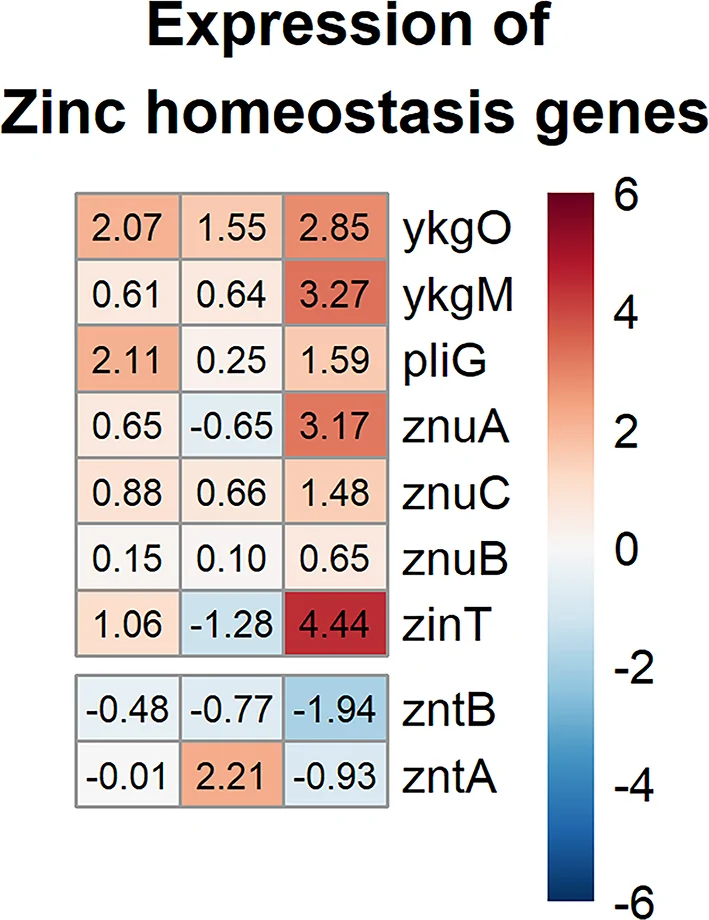
Average log_2_-fold change in gene expression for genes that are known to play a central role in maintaining zinc homeostasis in *E. coli* K12 BW25113. The first group of genes is regulated by Zur, while the lower pair is regulated by ZntR. Each column corresponds to a different experimental condition: silver nitrate (Ag), copper sulfate (Cu), and tetrachloroauric acid (Au). Every experiment was contrasted against a non-metal challenge control, with three biological trials each.

### Concluding remarks

For decades, the longstanding dogma was that metal toxicity in bacteria consisted of increased oxidative stress that ultimately results in bacterial death. This is still seen in some studies submitted recently, and it has led to the misconception that (i) all metals behave in the exact same way, and (ii) bacteria respond to all of them similarly. Nonetheless, an early study highlighted considerable differences between the metal ions’ oxidation response in *E. coli* (76). It is now known that metal elements interact with the cellular biochemistry in different and complex ways in accordance with their physicochemical properties (6, 50) and the physiological state of the cells. Using a transcriptomic approach, our study now adds additional information on how different the responses can be. We provided a model that depicts shared and unique traits in the *E. coli* adaptive and intrinsic gene expression response to each antimicrobial coinage metal at sublethal concentrations. Crucially, we identify changes in bacterial physiology of cultures that have acclimated to sublethal inhibitory metal stress, giving clues into what type of response is needed for sustained growth in these conditions. Disruption in iron metabolism is to be expected as a shared response since [Fe–S] centers are prime targets for coinage metal toxicity, promoting activity in the Fur regulon. Activation of the copper homeostasis system Cus and Cue by Cu was also expected, although it is interesting that Au only activated the latter, while both were relatively unresponsive to Ag. Induction of the Cpx response is also consistent with previous observations of Ag toxicity attacking the cell envelope. The stark difference in transcriptomic profile elicited by Au was a surprise, majorly characterized by increased gene expression in sulfur metabolism pathways (controlled by CysB, also elicited by Cu), translation and ribosome biogenesis genes, and the zinc uptake regulon Zur (Fig. 7). Compared to transcriptome-wide data sets in the literature that focus on the cellular response within 3 hours of exposure to each metal, our data sets suggest a deviation away from the initial SOS response (characterized by upregulation of oxidative stress and efflux-related genes) toward the transcriptional trends previously described by each metal. These observations fill knowledge gaps of metal-bacteria interactions, going beyond the standard acute toxicity models to gain a better understanding of bacterial physiology adapted to grow in the presence of these antimicrobial metals.

## MATERIALS AND METHODS

### Sublethal concentration determination

*E. coli* K12 BW25113 stored at −70°C was thawed and cultured in Lysogeny Broth media (10 g/L tryptone, 10 g/L NaCl, 5 g/L yeast extract) overnight at 37°C, 150 rpm in a shaker incubator to recover the bacterial strain. For each experiment in a 250 mL Erlenmeyer flask, 500 µL of a bacterial overnight culture was used to inoculate 7.5 mL of 2× M9-glucose minimal media diluted to a 1× concentration (6.8 g/L Na_2_HPO_4_, 3 g/L KH_2_PO_4_, 1 g/L NH_4_Cl, 0.5 g/L NaCl, 4 mg/L glucose, 0.5 mg/L MgSO_4_, and 0.1 mg/L CaCl_2_) with 7.5 mL of metal salt (AgNO_3_, CuSO_4_, or HAuCl_4_) in aqueous solution. Untreated positive controls for bacterial growth used sterile deionized water [(dd)H_2_O] instead of the metal salt component, while negative controls for media sterility had culture media and (dd)H_2_O but no inoculum.

Each flask was incubated in a shaker incubator at 37°C, 150 rpm. Optical density at 600 nm (OD600) was determined using a spectrophotometer. Relative to the untreated control, possible sublethal inhibitory concentrations were determined to have either (i) an extended lag phase that suggests an adjustment of the bacterial physiology to the metal-spiked media, (ii) a less steep slope during the exponential growth phase indicating reduced doubling times, or (iii) a reduced OD600 value (between 45% and 95%) compared to the OD600 from the untreated control after 10 hours of growth defining inability to reach saturating cell numbers.

### Total RNA sample preparation

Experimental treatments of AgNO_3_ 7 µM, CuSO_4_ 39 µM, or HAuCl_4_ 10 µM were set up along with their respective non-metal controls as described above. Ten hours after inoculation, 2 mL of bacterial culture was centrifuged at 14,000 × g for 2 minutes to pellet the cells. Total RNA was then extracted using RiboPure-Bacteria RNA Isolation Kit AM1925 (Invitrogen, USA) according to the manufacturer’s recommendations, including DNase treatment. Three biological trials were set up for both conditions.

### RNA sequencing

Samples were sent to the Center for Health Genomics and Informatics and the UCDNA Sequencing facility (Cumming School of Medicine, University of Calgary, Canada) for sequencing. Ribosomal RNA depletion was performed using the NEB rRNA Depletion Bacterial Module (New England Biolabs, USA). The cDNA library preparation for Illumina sequencing was executed using the NEBNext Ultra II Directional RNA Library Prep Kit and NEB Indexing Kit (New England Biolabs, USA). After adaptor ligation and amplification, the average library fragment size (in base pairs) for each data set was as follows: Ag 371, Cu 366, and Au 362. Libraries were quantified using the KAPA qPCR Library Quantification Kit for Illumina platforms, then pooled and loaded on the Illumina MiSeq sequencer at a concentration of 12 pM. The libraries were sequenced using a 2 × 75 bp 150-cycle run, with a total output of 25 M read pairs.

### Differentially expressed genes identification, quantification, and analysis

Sequencing files quality control, quantification of gene expression, and DEG analysis were performed in a variety of R-Studio library scripts. Initial FASTQ files (submitted to NCBI Sequence Read Archive under BioProject accession numbers PRJNA1256886—Copper, PRJNA1256887—Silver, PRJNA1256888—Gold) were assessed and trimmed with the Bioconductor package *rfastp* (85) (version 1.10). Gene expression was assessed by aligning to the *E. coli* K12 BW25113 RefSeq assembly annotation file GCF_000750555.1 using the Bioconductor package *Rsubread* (86) (version 2.14.2), with counts assigned to the CDS meta-feature (Tables S1–S3). Finally, the counts matrix for the 4,378 identified features was imported into the Bioconductor package *DESeq2* (87) (version 1.40.2) for DEG determination. *P* values were calculated using the Wald test. The adjusted *P* value (*P*-adj) for multiple test adjustment (Benjamini-Hochberg correction, FDR < 0.05) was set to 0.05. DEGs were defined as those with a *P*-adj value < 0.05 and whose expression had an absolute fold-change (FC) of at least 2 (|log_2_ FC| > 1) when contrasting each metal salt treatment versus their respective unchallenged controls; those with a negative FC were deemed as down-regulated genes in each metal salt treatment, while a positive FC indicated up-regulation (Tables S1 through S3). Functional enrichment of individual genes was further annotated through the UniProt and EcoCyc databases. Functional network enrichments were performed by submitting lists of genes of interest to the STRING web software (41).

The ISMARA web software (Swiss Institute of Bioinformatics, Basel, Switzerland) (31) was used to detect motifs in the promoters of the *E. coli* K12 genome and infer the activity of gene regulators (including transcription factors, small RNA, and RNA-polymerase subunits) based on the expression of their target genes. Our FASTQ files were uploaded to the ISMARA web server and averaged together by treatment. The full list of results is included in Table S7.

For our co-expression analysis, the *E. coli* PRECISE-1K data set (33) was utilized, and the activity of each of the 201 iModulons was determined for both conditions of our experiment, as indicated by Lamoreux et al. The difference in activity between both conditions represents differential iModulon activity between our treatments, with positive values indicating higher activity in each metal salt treatment, and negative ones representing lower activity. Statistical significance was calculated using the cumulative log-normal distribution of each iModulon across all the conditions.

## Data Availability

Processed transcriptomic data (sequencing files, raw counts matrix, and *DESeq2* output table) are available under NCBI Gene Expression Omnibus accession numbers GSE295970 (copper), GSE295971 (gold), and GSE295972 (silver).

# Supplementary material for: Contrasts and similarities in the transcriptomic response to antimicrobial coinage metals in Escherichia coli
**Source:** Microbiol Spectr. 2026 Jun 15;14(7):e02541-25. doi: 10.1128/spectrum.02541-25
**Supplement:** Supplemental figures and tables — Figures S1 to S11 and Tables S1 to S3.

**SUPPLEMENTARY FIGURES & TABLES**

**Contrasts and similarities in the transcriptomic response
to antimicrobial coinage metals in *Escherichia coli***

Daniel A. Salazar-Alemán, Ashley McGibbon, and Raymond J. Turner

**
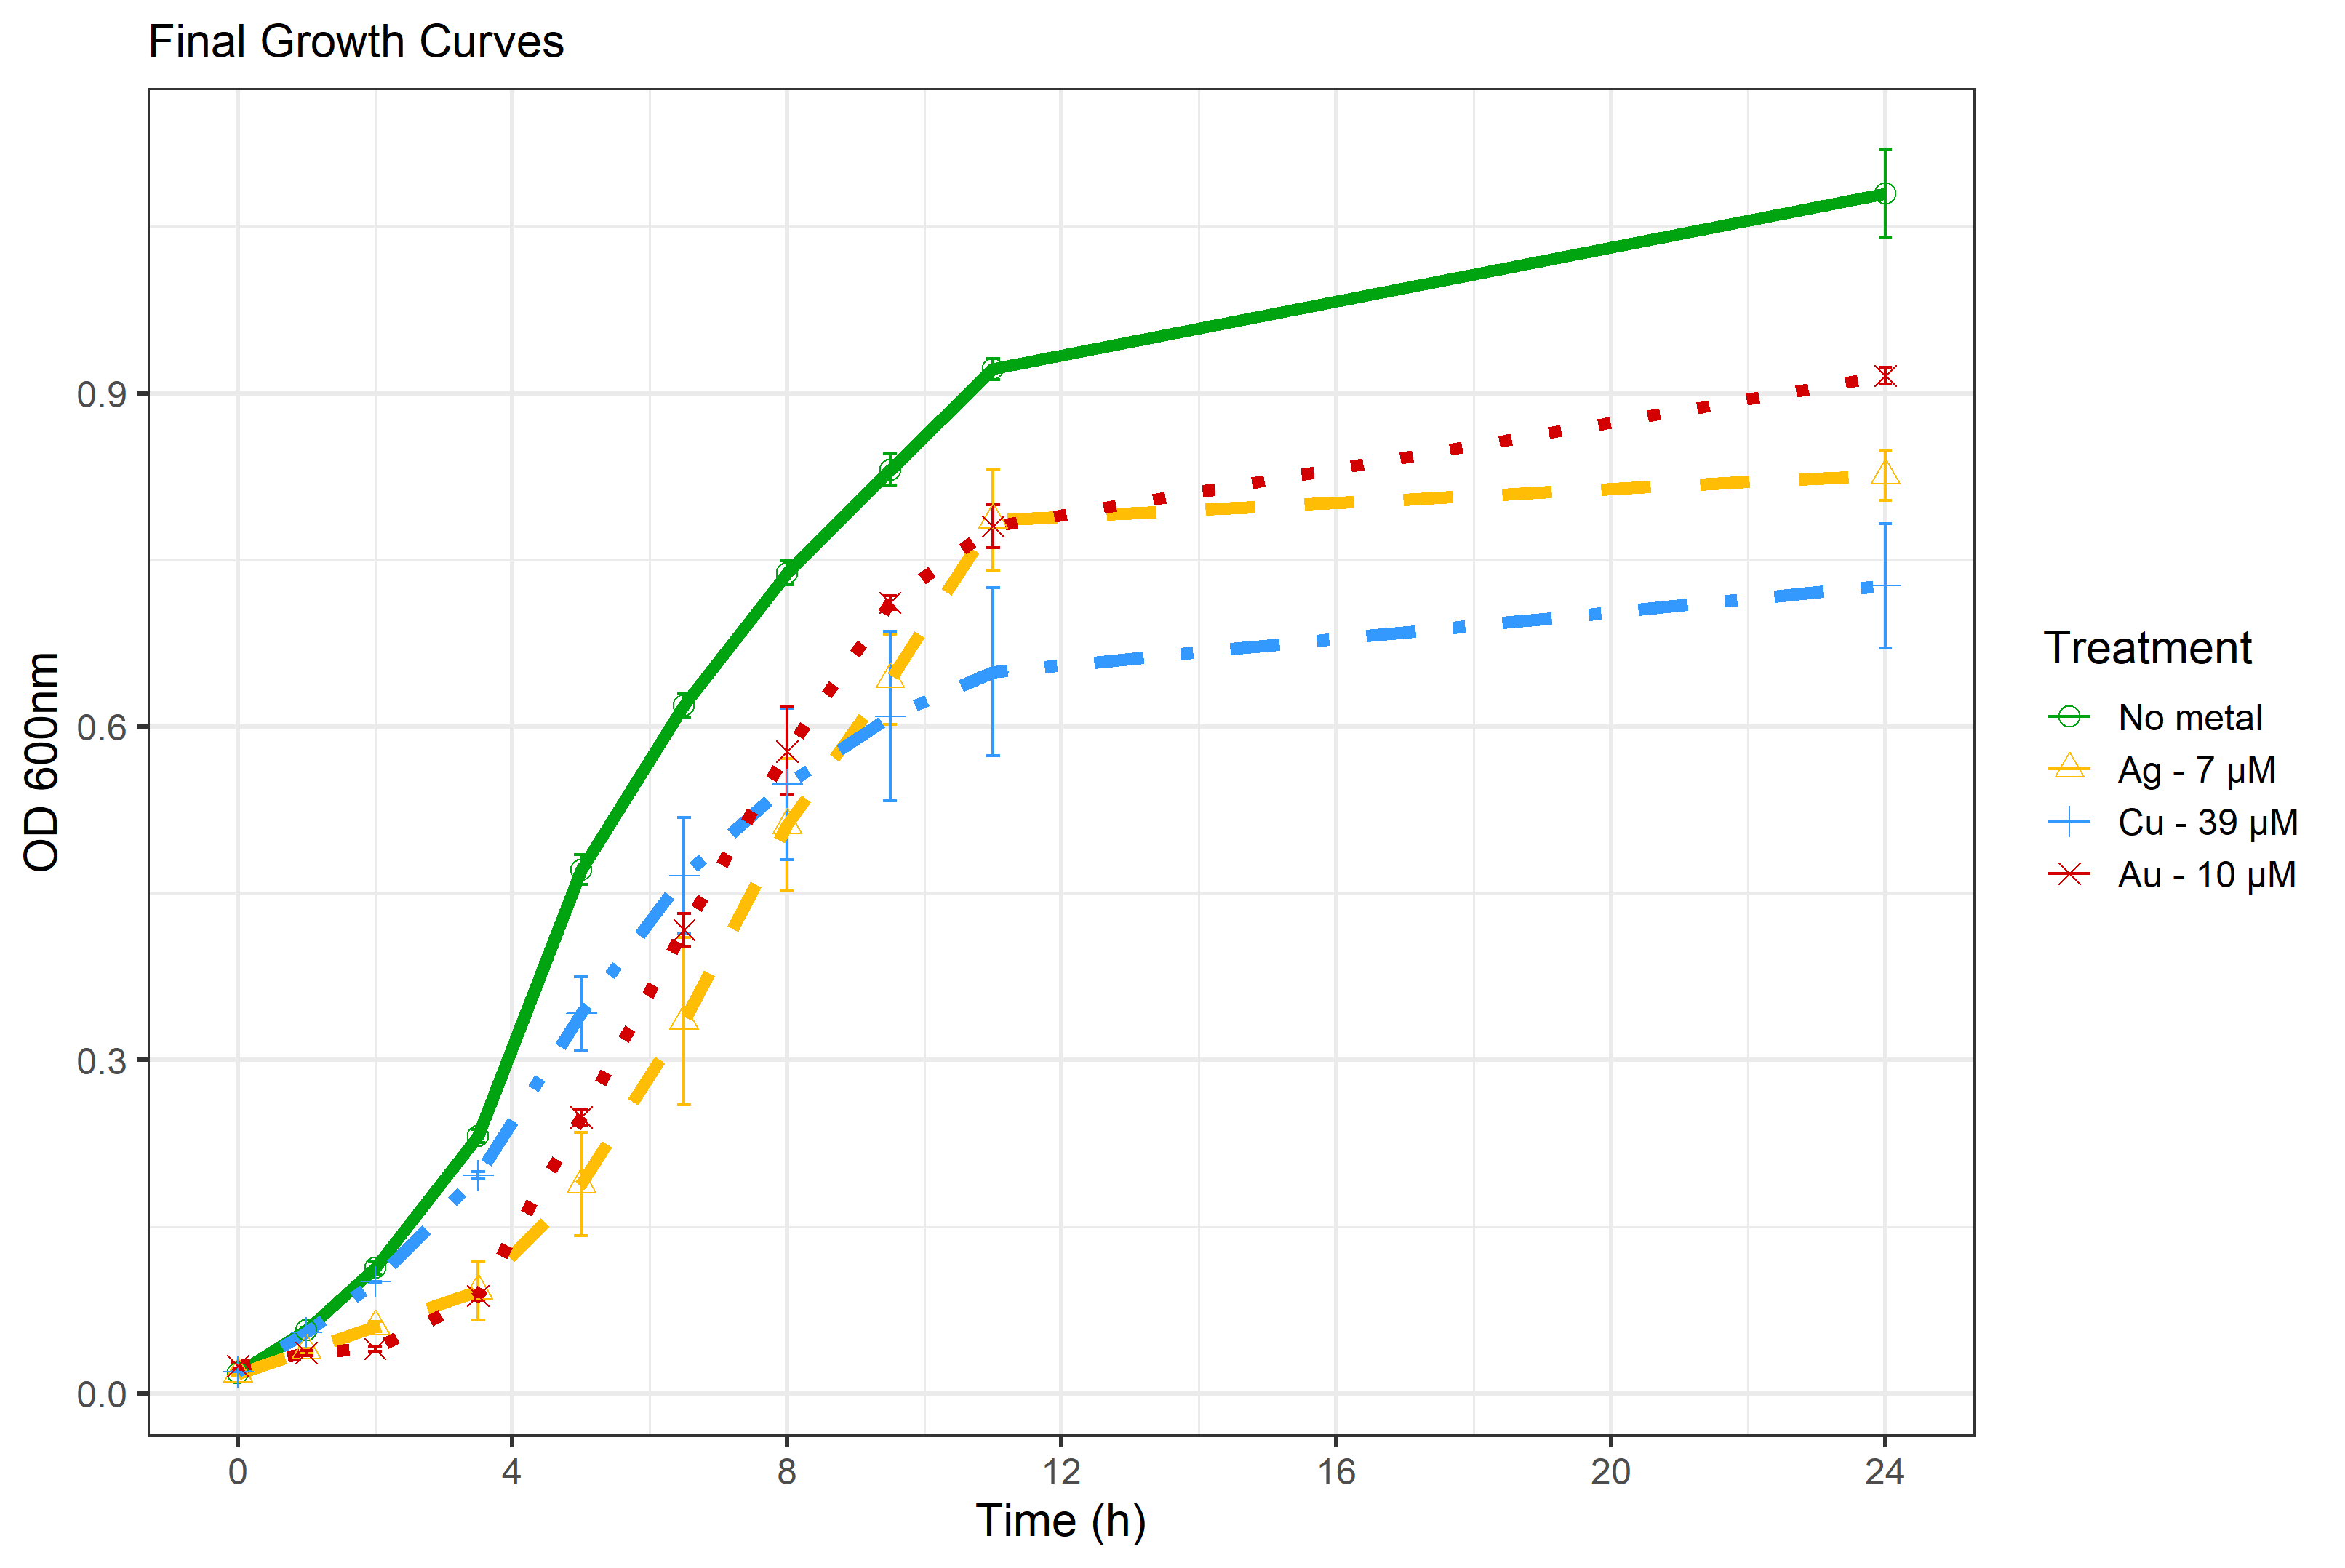
**

**Figure S1**. Growth of *E. coli* K12 BW25113 in the presence of sublethal inhibitory concentrations of silver nitrate (Ag), copper sulfate (Cu) and tetrachloroauric acid (Au). Cells were incubated in 250 mL Erlenmeyer flasks at 37 ºC 150 rpm using 15 mL of M9-glucose minimal media, spiked with their respective metal salt. Each symbol point is the average of three biological trials. Error bars represent one standard deviation.

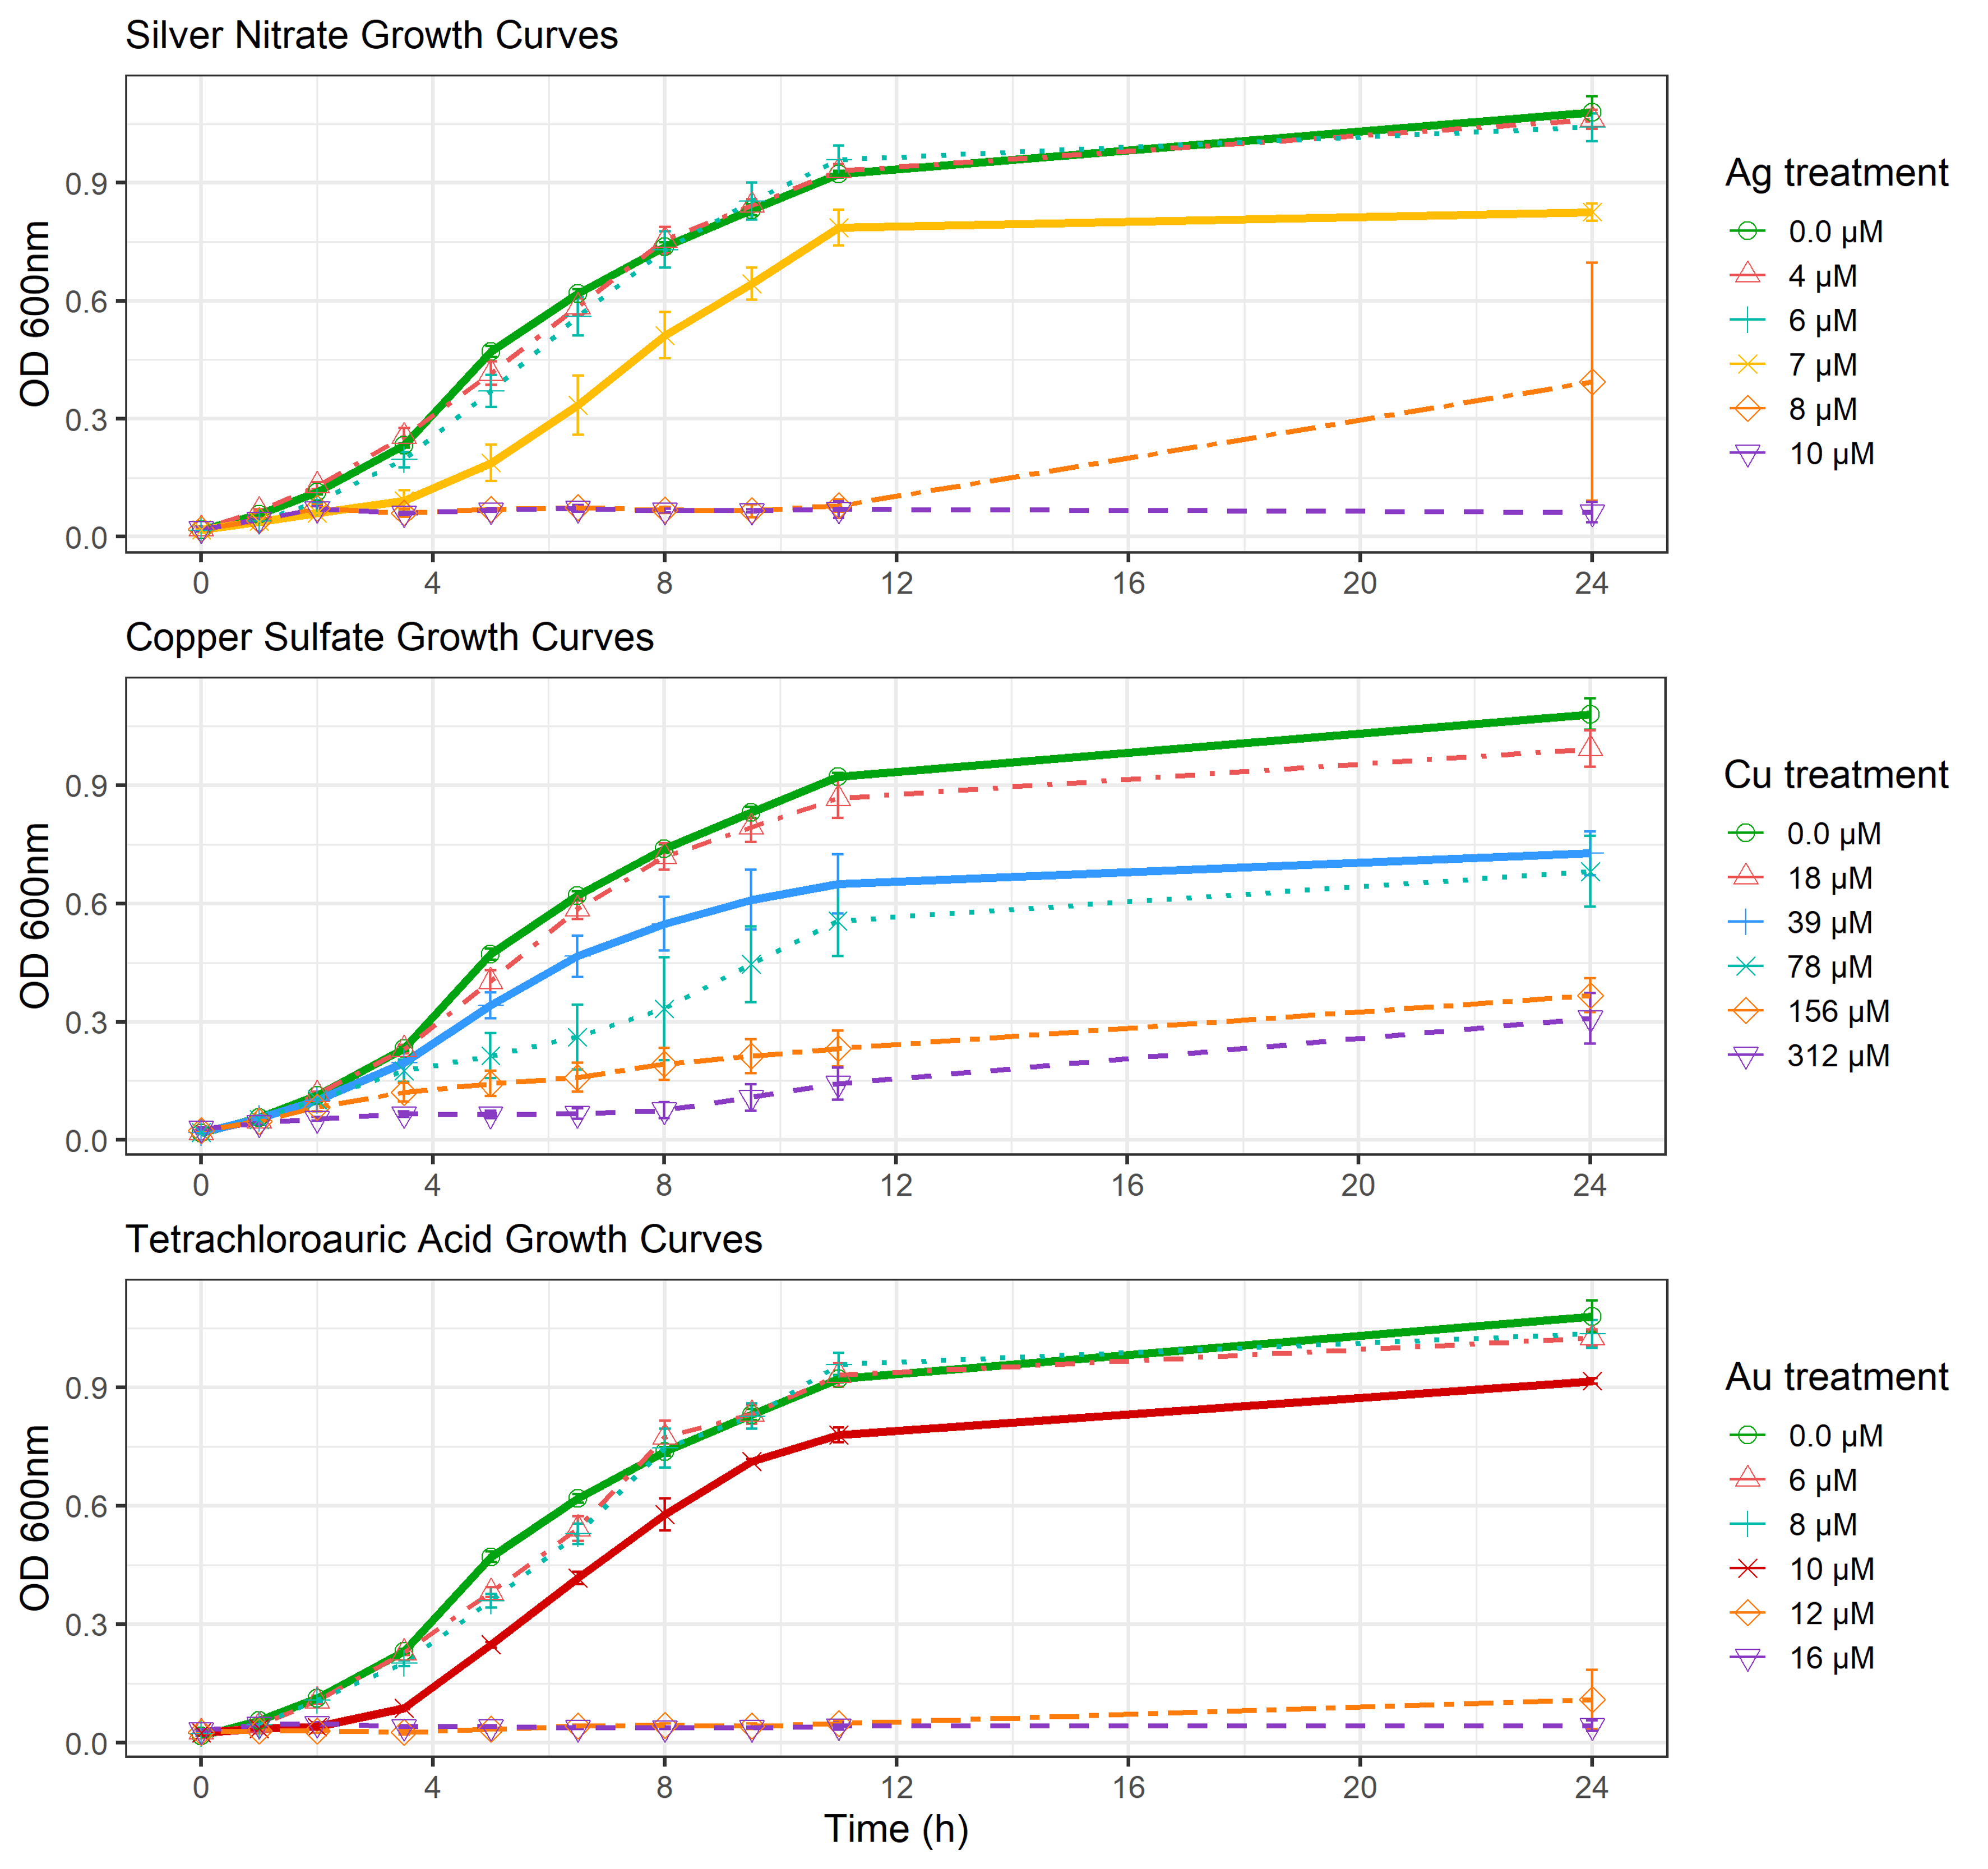

**Figures S2-S4**. Growth of *E. coli* K12 BW25113 in the presence of coinage metal salts. Cells were incubated in 250 mL Erlenmeyer flasks at 37 ºC 150 rpm using 15 mL of M9-glucose minimal media, spiked with their respective metal salt: silver nitrate (Ag, top), copper sulfate (Cu, middle), and tetrachloroauric acid (Au, bottom). Each symbol point is the average of three biological trials. Error bars represent one standard deviation.

**
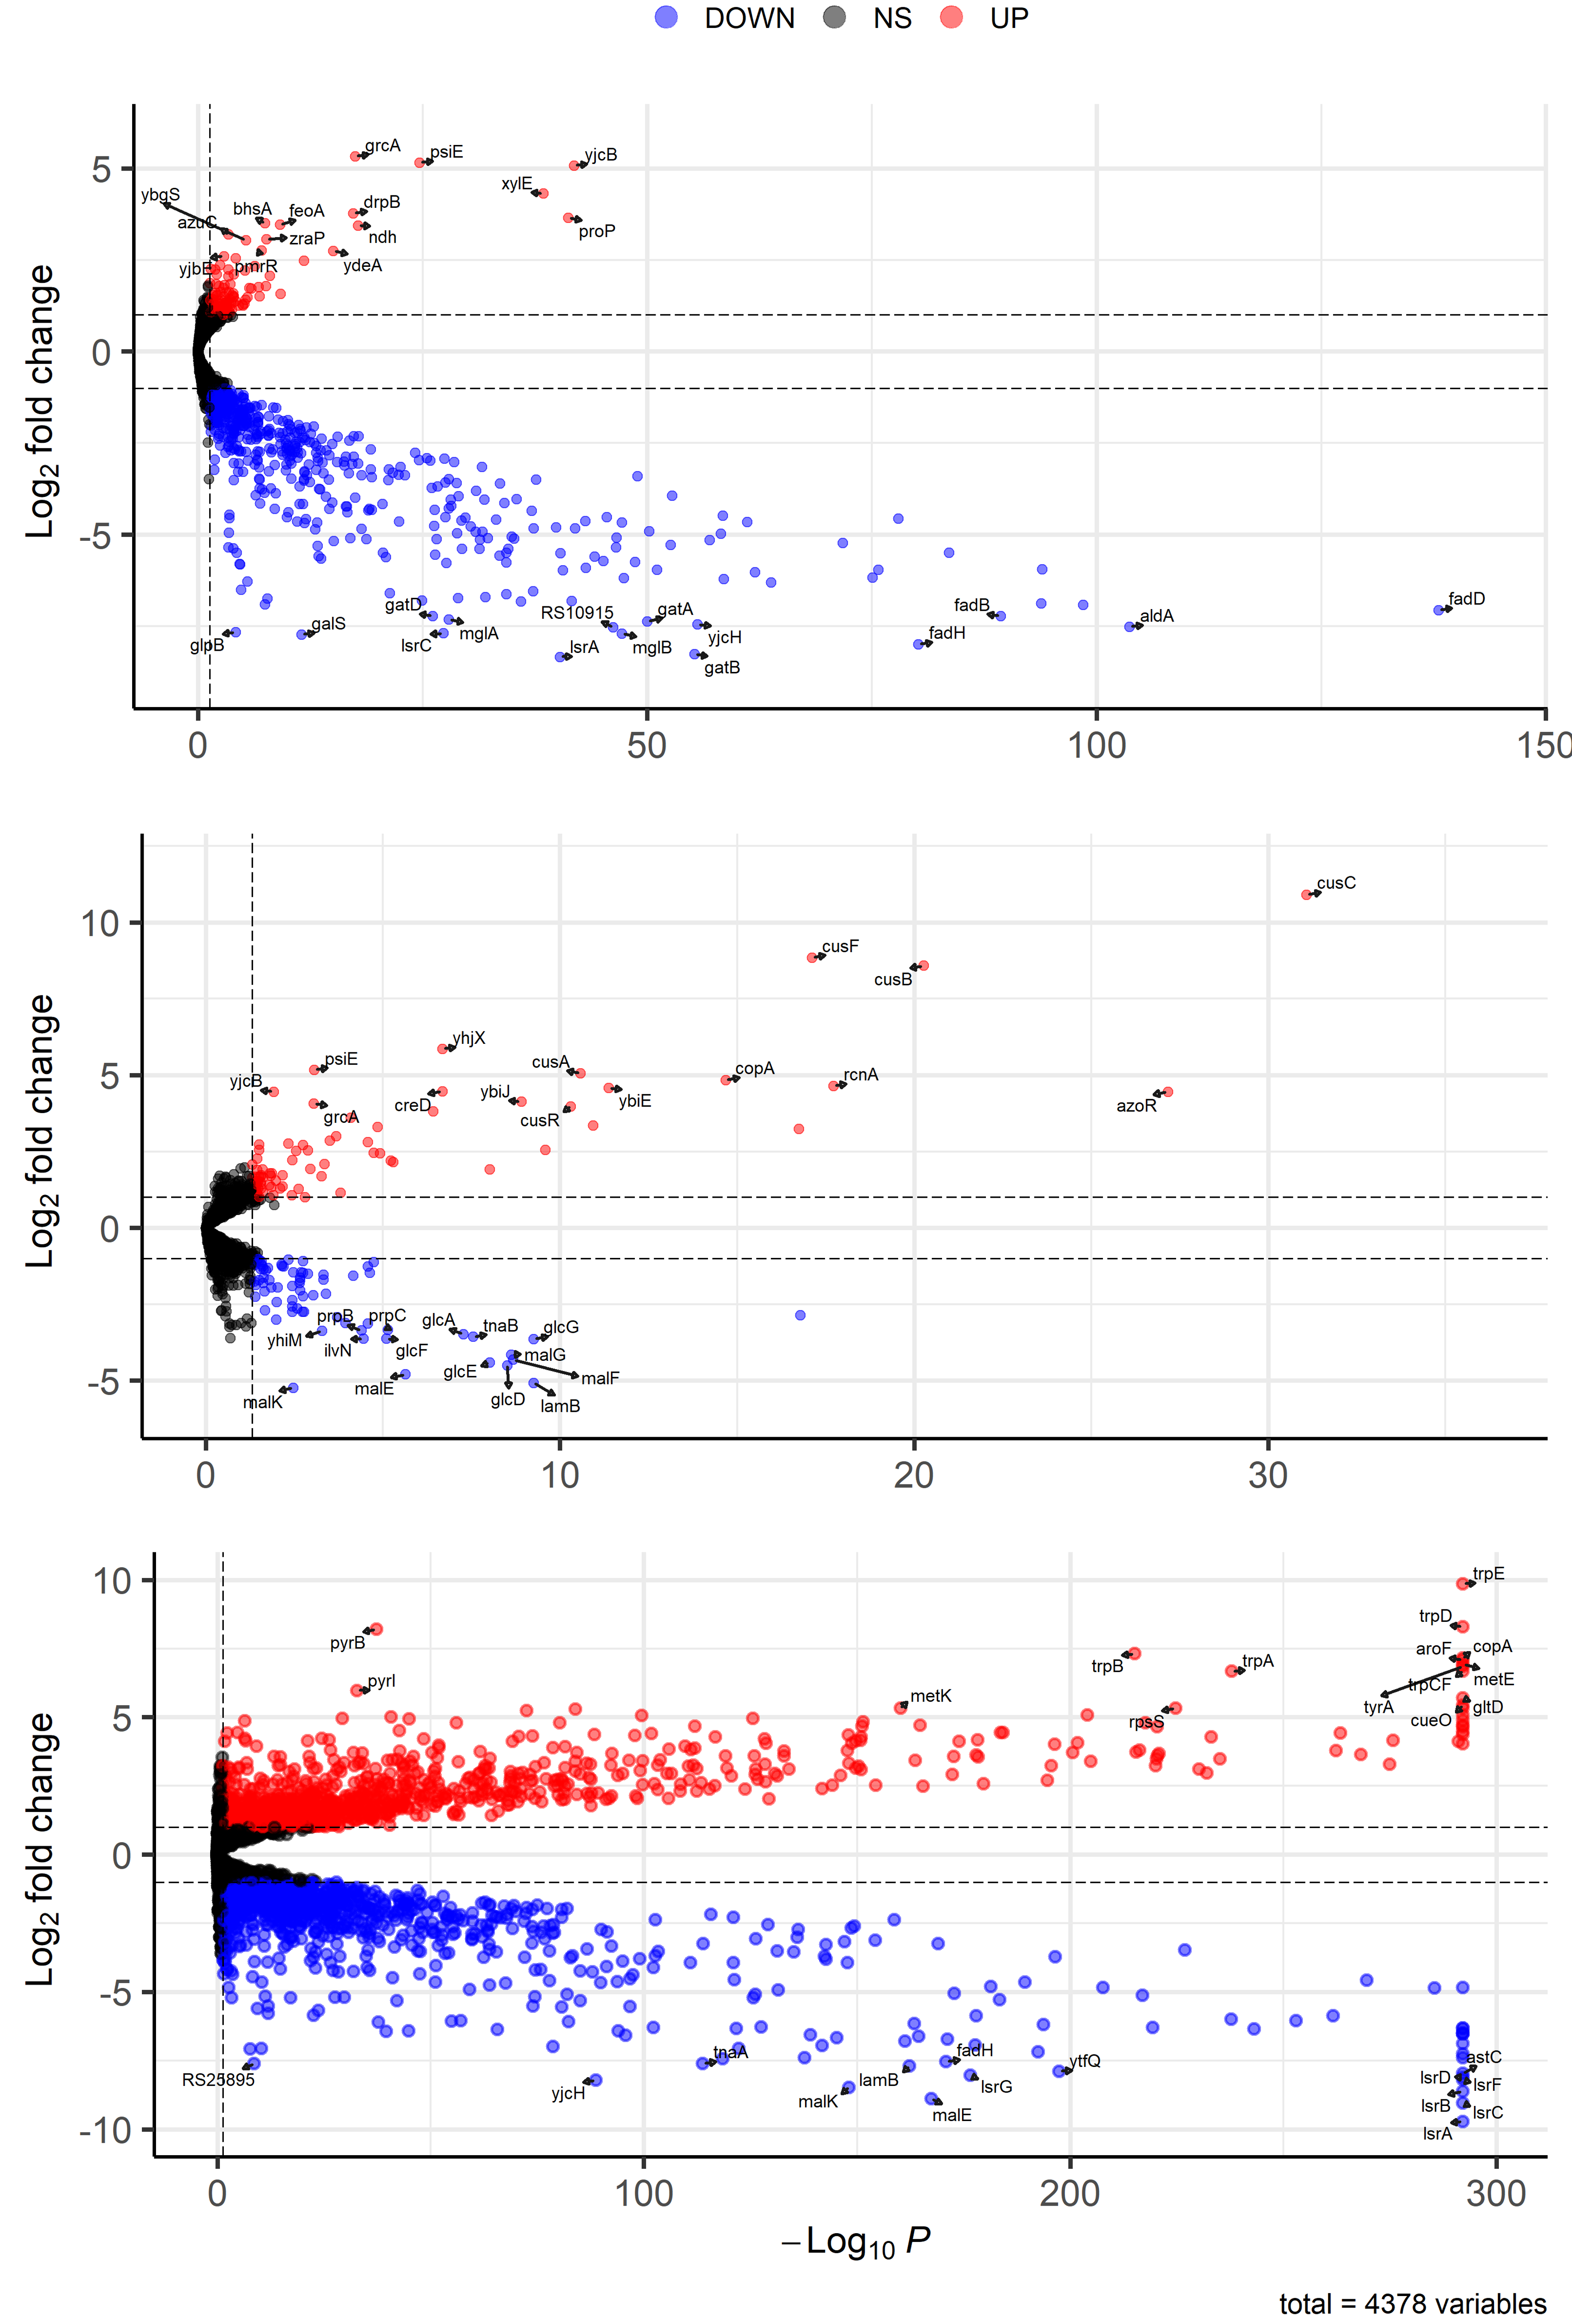
**

**Figures S5-S7**. Volcano plots showing differential gene expression of *E. coli* K12 BW25113 after growing in sublethal concentrations of silver nitrate- (top), copper sulfate- (middle) and tetrachloroauric acid- (bottom) spiked M9-glucose minimal media for 10 hours, contrasted against an untreated control. The thresholds for significance were defined by false discovery rate-adjusted p-value < 0.05 and absolute fold-change ≥ 2 (|log_2_ fold change| ≥ 1). 

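In the Cu data set, the 3 largest negative log2-fold changes among the *mal* genes and *lamB* of maltose uptake were those of *malK*, *lamB* and *malE*. *malK* had a log2-fold change of -5.38 (standard error 1.23, adjusted p = 0.288 by edgeR and 0.00340 by DESeq2). *lamB* was at 964 ± 369.8 CPM (SD, n = 3) in the controls and at 64.6, 14.5 and 6.85 CPM in Cu replicates 1, 2 and 3, a log2-fold change of -5.09 (standard error 0.95, adjusted p = 0.185 by edgeR and 5.6e-10 by DESeq2). For *malE* the log2-fold change was -4.82 (standard error 1.17, adjusted p = 0.312 by edgeR and 2.3e-06 by DESeq2). The glycolate oxidase gene *glcD* was at 1371 ± 873 CPM (SD, n = 3) in the controls and 60.0 ± 42.8 CPM (SD, n = 3) in Cu, a log2-fold change of -4.52 (standard error 0.82, adjusted p = 0.176 by edgeR and 3.1e-09 by DESeq2). For *lamB*, *malE* and *glcD* every Cu library lay below every control. These genes were DOWN DEGs by DESeq2 and not by edgeR.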

Up-regulated differentially expressed genes (DEGs) that exceeded these thresholds are pictured with a red dot, down-regulated DEGs have a blue one; labels with the gene name appear for the top 15 up- and down-regulated DEGs.

**
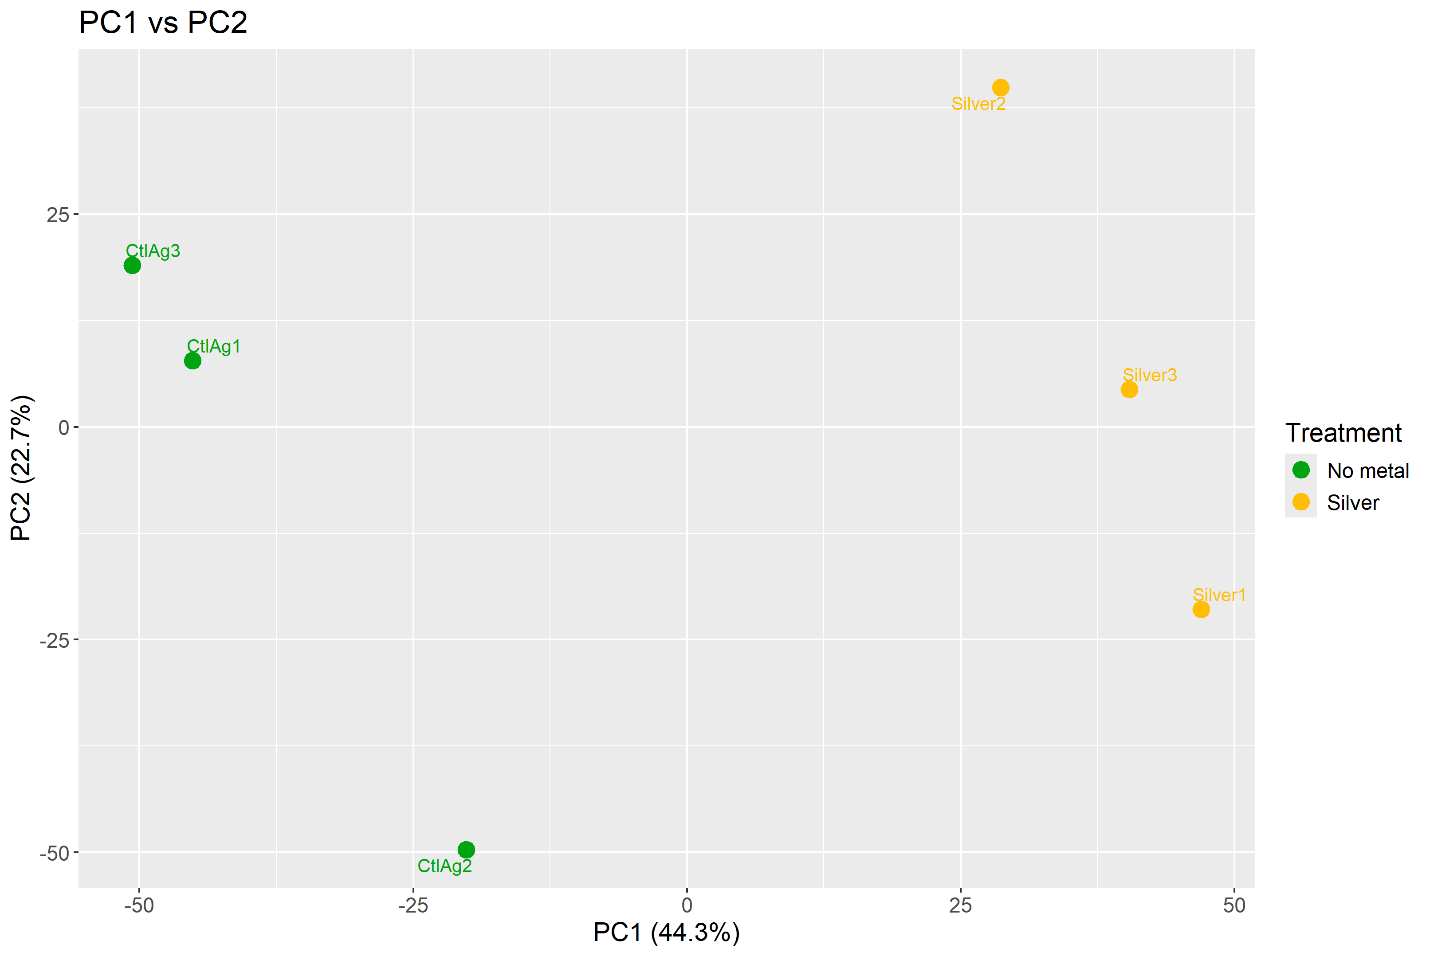
**

**Figure S8**. Principal Component Analysis of the samples from the silver nitrate RNA-seq experiment. The r-log transformed raw count values of the 219 most variable genes across samples were used, representing 5% of the 4378 total genes in *E. coli* K12 BW25113. The distances between each point characterize the variation in expression between each sample.

**
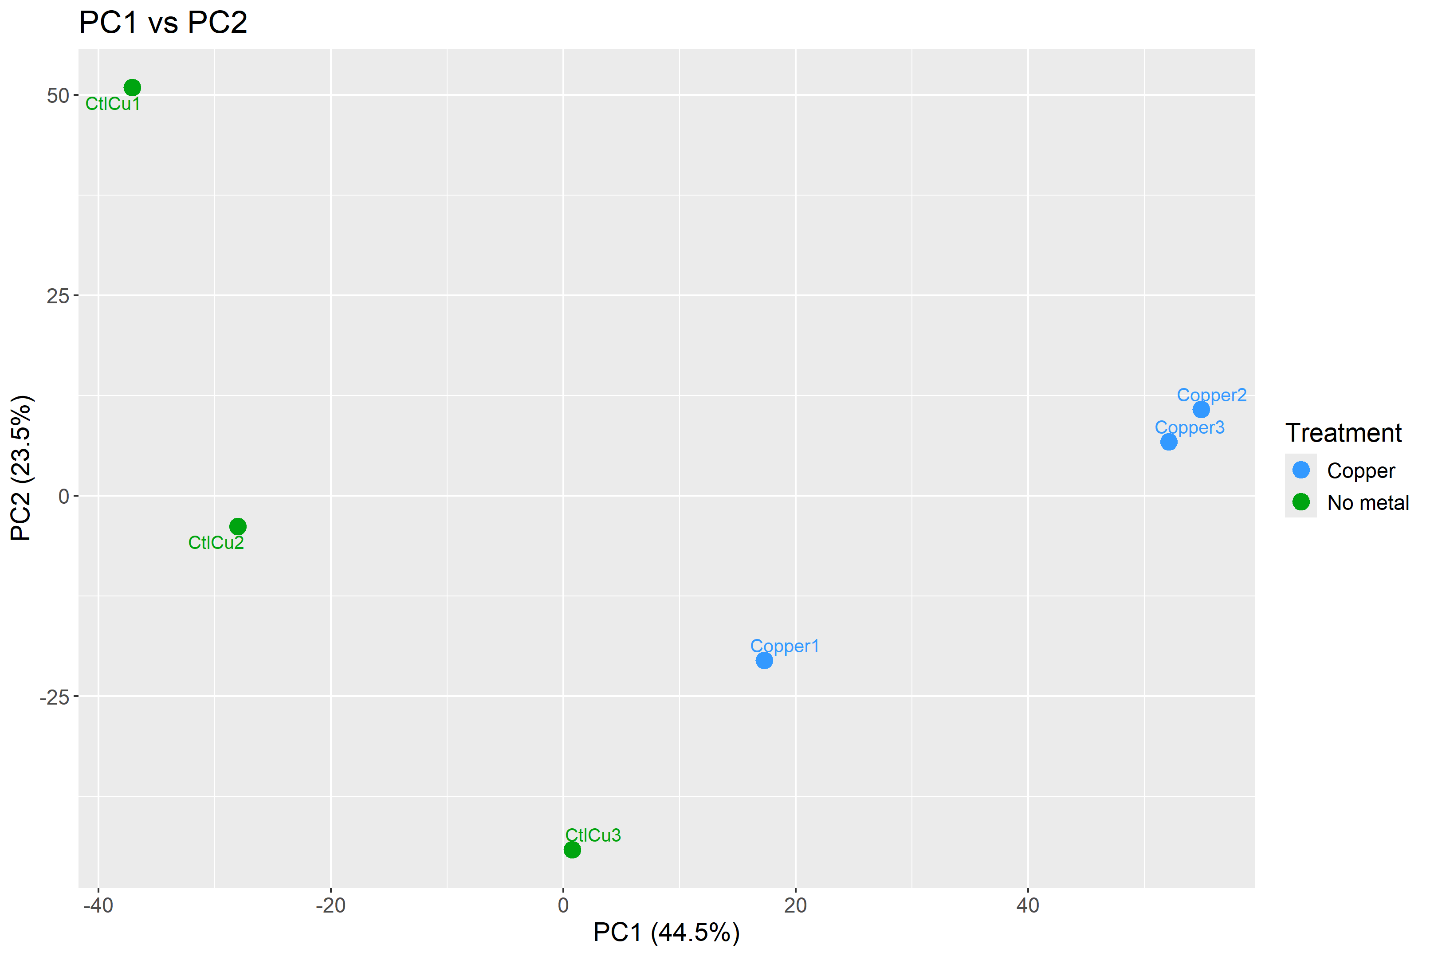
**

**Figure S9**. Principal Component Analysis of the samples from the copper sulfate RNA-seq experiment. The r-log transformed raw count values of the 219 most variable genes across samples were used, representing 5% of the 4378 total genes in *E. coli* K12 BW25113. The distances between each point characterize the variation in expression between each sample.

**
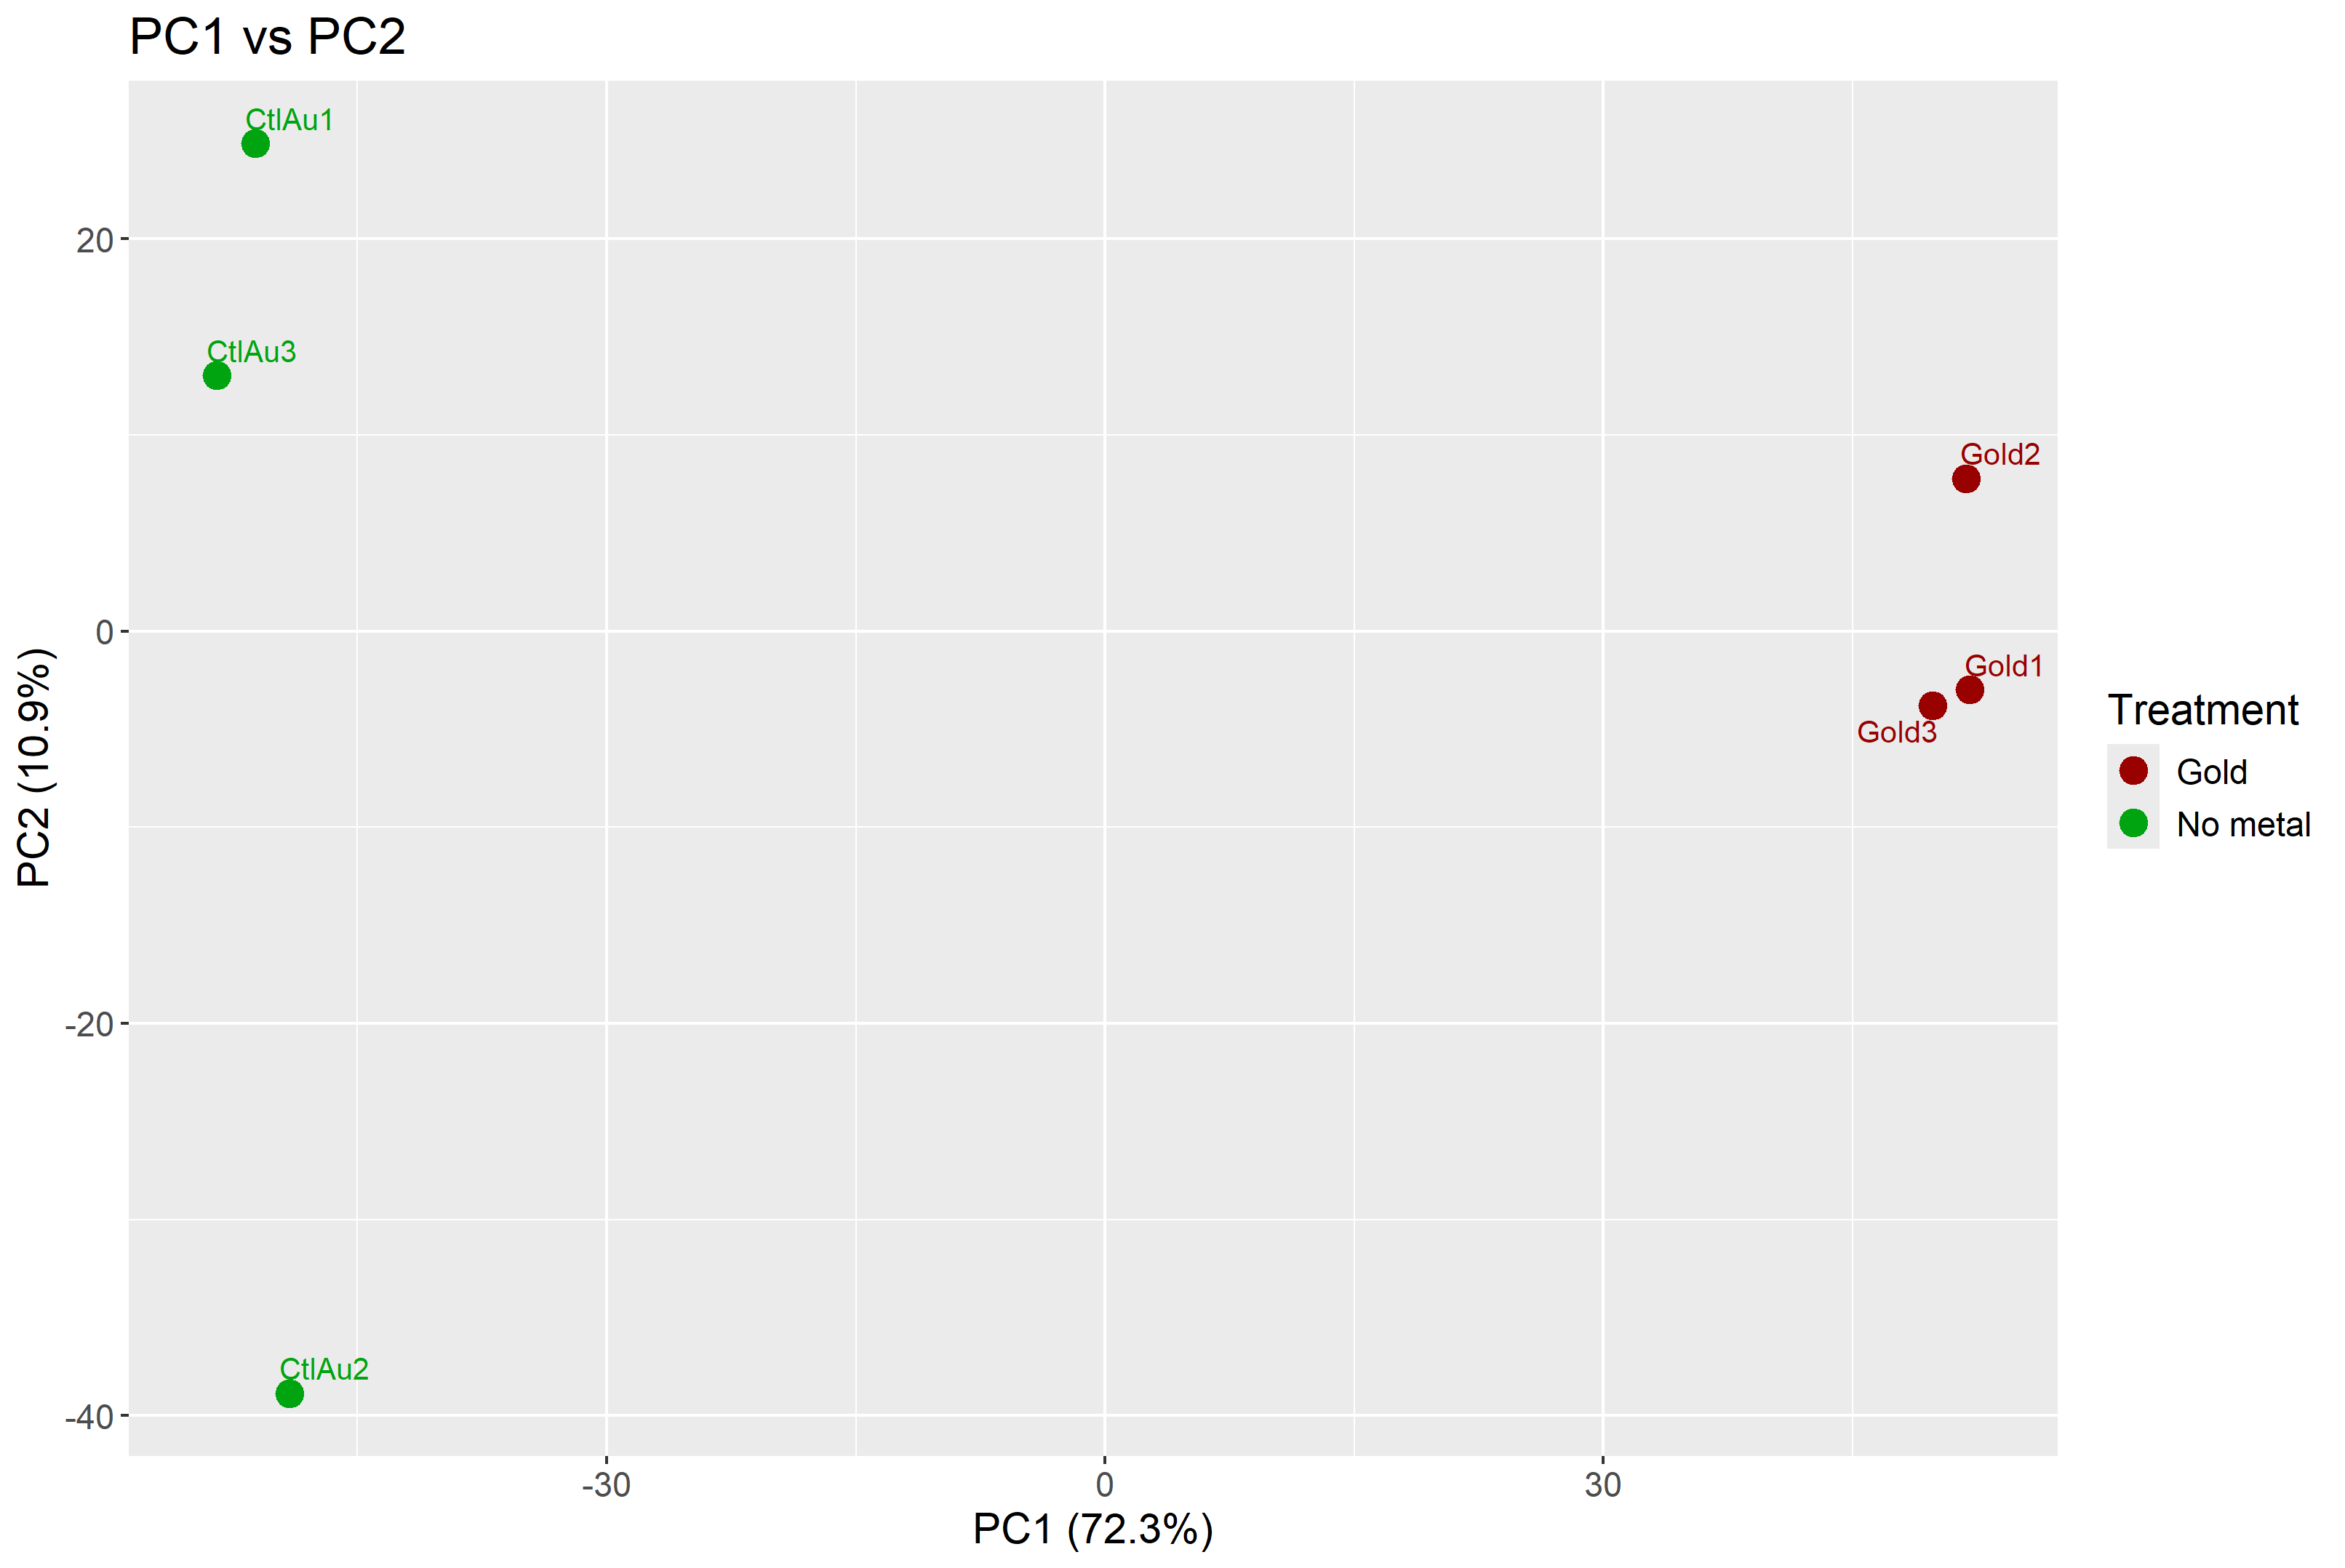
**

**Figure S10**. Principal Component Analysis of the samples from the tetrachloroauric acid RNA-seq experiment. The r-log transformed raw count values of the 219 most variable genes across samples were used, representing 5% of the 4378 total genes in *E. coli* K12 BW25113. The distances between each point characterize the variation in expression between each sample.

**Supplementary Table 1**. The top and bottom 10 *E. coli* K12 BW25113 regulators implicated in positive gene expression changes after 10 hours of growth in the presence of sublethal concentrations of silver nitrate, obtained using ISMARA. The z-score is a representation of differential expression induced in the target genes as a number of *n* standard deviations away from zero, with scores indicating up- (z-score > 0) or down- (z-score < 0) regulation in these genes.

| **Regulator** | **Description** | **Z-score** |
| --- | --- | --- |
| Fur | Repressor of ferric uptake regulon. Controls expression of genes involved in iron homeostasis. | **4.748** |
| CpxR | Responds to misfolded periplasmic and inner membrane proteins. | **1.897** |
| Sigma70 | RNA polymerase, sigma D factor. Genes associated with fast cellular growth. | **1.758** |
| PdhR | Activation of fatty acid degradation genes and repression of cell mobility genes. | **1.533** |
| NagC | Coordinates the biosynthesis of D-glucosamine and N-acetylglucosamine with their catabolism. | **1.318** |
| IHF | DNA-bending protein that affects transcription of a wide variety of operons. | **1.123** |
| MetJ | Represses the methionine operon. | **1.082** |
| PhoP | Regulates genes involved in magnesium uptake, acid resistance and lipopolysaccharide modification. | **1.054** |
| GadE | Central activator of the acid response system. | **0.916** |
| Cra | Helps modulate the flow of central carbon metabolism. | **0.854** |
| GalR | Repressor of transport and catabolism of D-galactose. | **-1.197** |
| MalT | Activator of the maltose regulon: uptake and catabolism of malto-oligosaccharides. | **-1.214** |
| UxuR | Repressor of transport and catabolism of β-D-glucuronides, glucuronate, and gluconate. | **-1.227** |
| GlpR | Repressor of transport and catabolism of glycerol-3-phosphate. | **-1.302** |
| Sigma54 | RNA polymerase, sigma N factor. Genes associated with nitrogen-related processes. | **-1.340** |
| TorR | Activates the trimethilamine-N-oxide anaerobic respiratory system. | **-1.359** |
| FlhDC | Regulates flagella formation, operation, and carbon source metabolism. | **-1.371** |
| FadR | Regulates fatty acid degradation while it activates fatty acid biosynthesis. | **-3.648** |
| ArcA | Repressor of a wide variety of aerobic enzymes under anaerobic conditions. | **-4.982** |
| CRP | Global activator of secondary carbon source pathways. | **-13.487** |

**Supplementary Table 2**. The top and bottom 10 *E. coli* K12 BW25113 regulators implicated in positive gene expression changes after 10 hours of growth in the presence of sublethal concentrations of copper sulfate, obtained using ISMARA. The z-score is a representation of differential expression induced in the target genes as a number of *n* standard deviations away from zero, with scores indicating up- (z-score > 0) or down- (z-score < 0) regulation in these genes.

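A score of this kind summarises the genes that a regulator acts on, so the expression of such genes can be set beside it. For regulators that the table lists for Cu, genes were grouped here by name, apart from a hand-written list for the sigma factor RpoS. The table scored these regulators on the same libraries, so the set tests below are not independent evidence of a response. The *mal* genes and *lamB*, 14 in all, were grouped by name for MalT. Whether MalT activates each of them was not checked. They had a mean edgeR log2-fold change of -2.30 in Cu (camera, adjusted p = 1.4e-12, and fry, adjusted p = 0.0680). Of the 14, 2 were above 0, 9 passed 0.05 adjusted over the list alone and 1 over all genes. The 7 *glc* genes of glycolate use had a mean of -3.31 (camera, adjusted p = 2.2e-12; fry, adjusted p = 0.106). The 8 *lsr* genes had a mean of -3.08 (camera, adjusted p = 2.8e-07; fry, adjusted p = 0.128), and their log2 CPM averaged 9.23, 3.72 and 3.71 in Cu replicates 1, 2 and 3 against 10.28 to 11.12 in the controls. The mean log2-fold change of the *lsr* genes was -7.12 without Cu replicate 1. The 6 *gad* genes of acid resistance had a mean of -1.90 (camera, adjusted p = 0.000214; fry, adjusted p = 0.166), -1.05 without control replicate 1. The *gad* camera test had an adjusted p of 0.103 without Cu replicate 1, within 1.2e-06 to 0.353 over the alternatives, and *gadA* and *gadB* are near-identical copies whose counts could be split between them. The 21 RpoS-dependent genes tested had a mean of -1.17 (camera, adjusted p = 7.5e-07, and fry, adjusted p = 0.128), all below 0. By the paper's account the Cu dose mildly inhibited growth. Cu and control cultures may therefore have differed in growth stage at 10 hours, which was not tested for any of these sets. The 13 *pur* genes had a mean of 0.83 (camera, adjusted p = 0.00117; fry, adjusted p = 0.210), which fell to 0.34 without Cu replicate 3 (camera, adjusted p = 0.0722, within 1.3e-06 to 0.353 over the alternatives). The 12 *pst* and *pho* genes had a mean of 0.26 and a median of -0.11, which differ in sign (camera, adjusted p = 0.143).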

| **Regulator** | **Description** | **Z-score** |
| --- | --- | --- |
| CusR | Copper extrusion system CusCFBA. | **1.986** |
| YedW | Hydrogen peroxide response regulator. | **1.986** |
| CueR | Controls the expression of the *copA* and *cueO* copper homeostasis genes. | **1.851** |
| CysB | Activator of sulfur metabolism and cysteine biosynthesis. | **1.584** |
| PhoB | Activates expression of the *pho* regulon in response to environmental inorganic phosphate. | **1.398** |
| Sigma70 | RNA polymerase, sigma D factor. Genes associated with fast cellular growth. | **1.308** |
| FNR | Mediates transition from aerobic to anaerobic growth. | **1.226** |
| PurR | Regulates de novo synthesis of purine and pyrimidine nucleotides. | **1.205** |
| RcnR | Represses the expression of the cobalt and nickel metallo-regulator operon RcnAB. | **1.117** |
| Fur | Repressor of ferric uptake regulon. Controls expression of genes involved in iron homeostasis. | **0.962** |
| GlcC | Repressor of transport and catabolism of glycolate. | **-0.929** |
| Fis | DNA-bending protein that affects transcription of a wide variety of operons. | **-1.010** |
| Nac | Regulates genes involved in nitrogen metabolism under nitrogen-limiting conditions. | **-1.070** |
| GadW | Regulates expression of acid resistance genes *gadA* and *gadBC*. | **-1.202** |
| GadX | Activates genes involved in acid resistance, such as *gadA* and *gadBC*. | **-1.216** |
| FadR | Regulates fatty acid degradation while it activates fatty acid biosynthesis. | **-1.285** |
| LsrR | Represses transcription of the *lsr* operon, belongs to the quorum-sensing system. | **-1.489** |
| Sigma38 | RNA polymerase, sigma S factor. Genes associated with stationary phase. | **-1.690** |
| TorR | Activates the trimethilamine-N-oxide anaerobic respiratory system. | **-1.749** |
| MalT | Activator of the maltose regulon: uptake and catabolism of malto-oligosaccharides. | **-2.558** |

**Supplementary Table 3**. The top and bottom 10 *E. coli* K12 BW25113 regulators implicated in positive gene expression changes after 10 hours of growth in the presence of sublethal concentrations of tetrachloroauric acid, obtained using ISMARA. The z-score is a representation of differential expression induced in the target genes as a number of *n* standard deviations away from zero, with scores indicating up- (z-score > 0) or down- (z-score < 0) regulation in these genes.

| **Regulator** | **Description** | **Z-score** |
| --- | --- | --- |
| Fur | Repressor of ferric uptake regulon. Controls expression of genes involved in iron homeostasis. | **12.253** |
| MetJ | Represses the methionine operon. | **9.890** |
| PurR | Regulates de novo synthesis of purine and pyrimidine nucleotides. | **8.217** |
| TrpR | Expression of the tryptophan biosynthesis, regulation and transport regulon. | **7.936** |
| Zur | Zinc ABC transporter uptake system. | **6.075** |
| CueR | Controls the expression of the *copA* and *cueO* copper homeostasis genes. | **6.010** |
| ArgP | Modulates transcription of genes related to arginine and lysine metabolism. | **4.334** |
| Cra | Helps modulate the flow of central carbon metabolism. | **3.992** |
| ArgR | Represses the expression of arginine biosynthesis genes. | **3.748** |
| TyrR | Modulates the expression of genes involved in aromatic amino acid biosynthesis and transport. | **3.625** |
| TorR | Activates the trimethilamine-N-oxide anaerobic respiratory system. | **-5.169** |
| PrpR | Regulates the transcription of the propionate catabolism operon. | **-5.281** |
| Sigma32 | RNA polymerase, sigma H factor. Genes associated with response to heat shock. | **-5.475** |
| Sigma54 | RNA polymerase, sigma N factor. Genes associated with nitrogen-related processes. | **-6.327** |
| GlcC | Repressor of transport and catabolism of glycolate. | **-6.640** |
| FadR | Regulates fatty acid degradation while it activates fatty acid biosynthesis. | **-7.644** |
| CRP | Global activator of secondary carbon source pathways. | **-7.823** |
| MalT | Activator of the maltose regulon: uptake and catabolism of malto-oligosaccharides. | **-7.971** |
| LsrR | Represses transcription of the *lsr* operon, belongs to the quorum-sensing system. | **-8.440** |
| Sigma38 | RNA polymerase, sigma S factor. Genes associated with stationary phase. | **-11.918** |

**
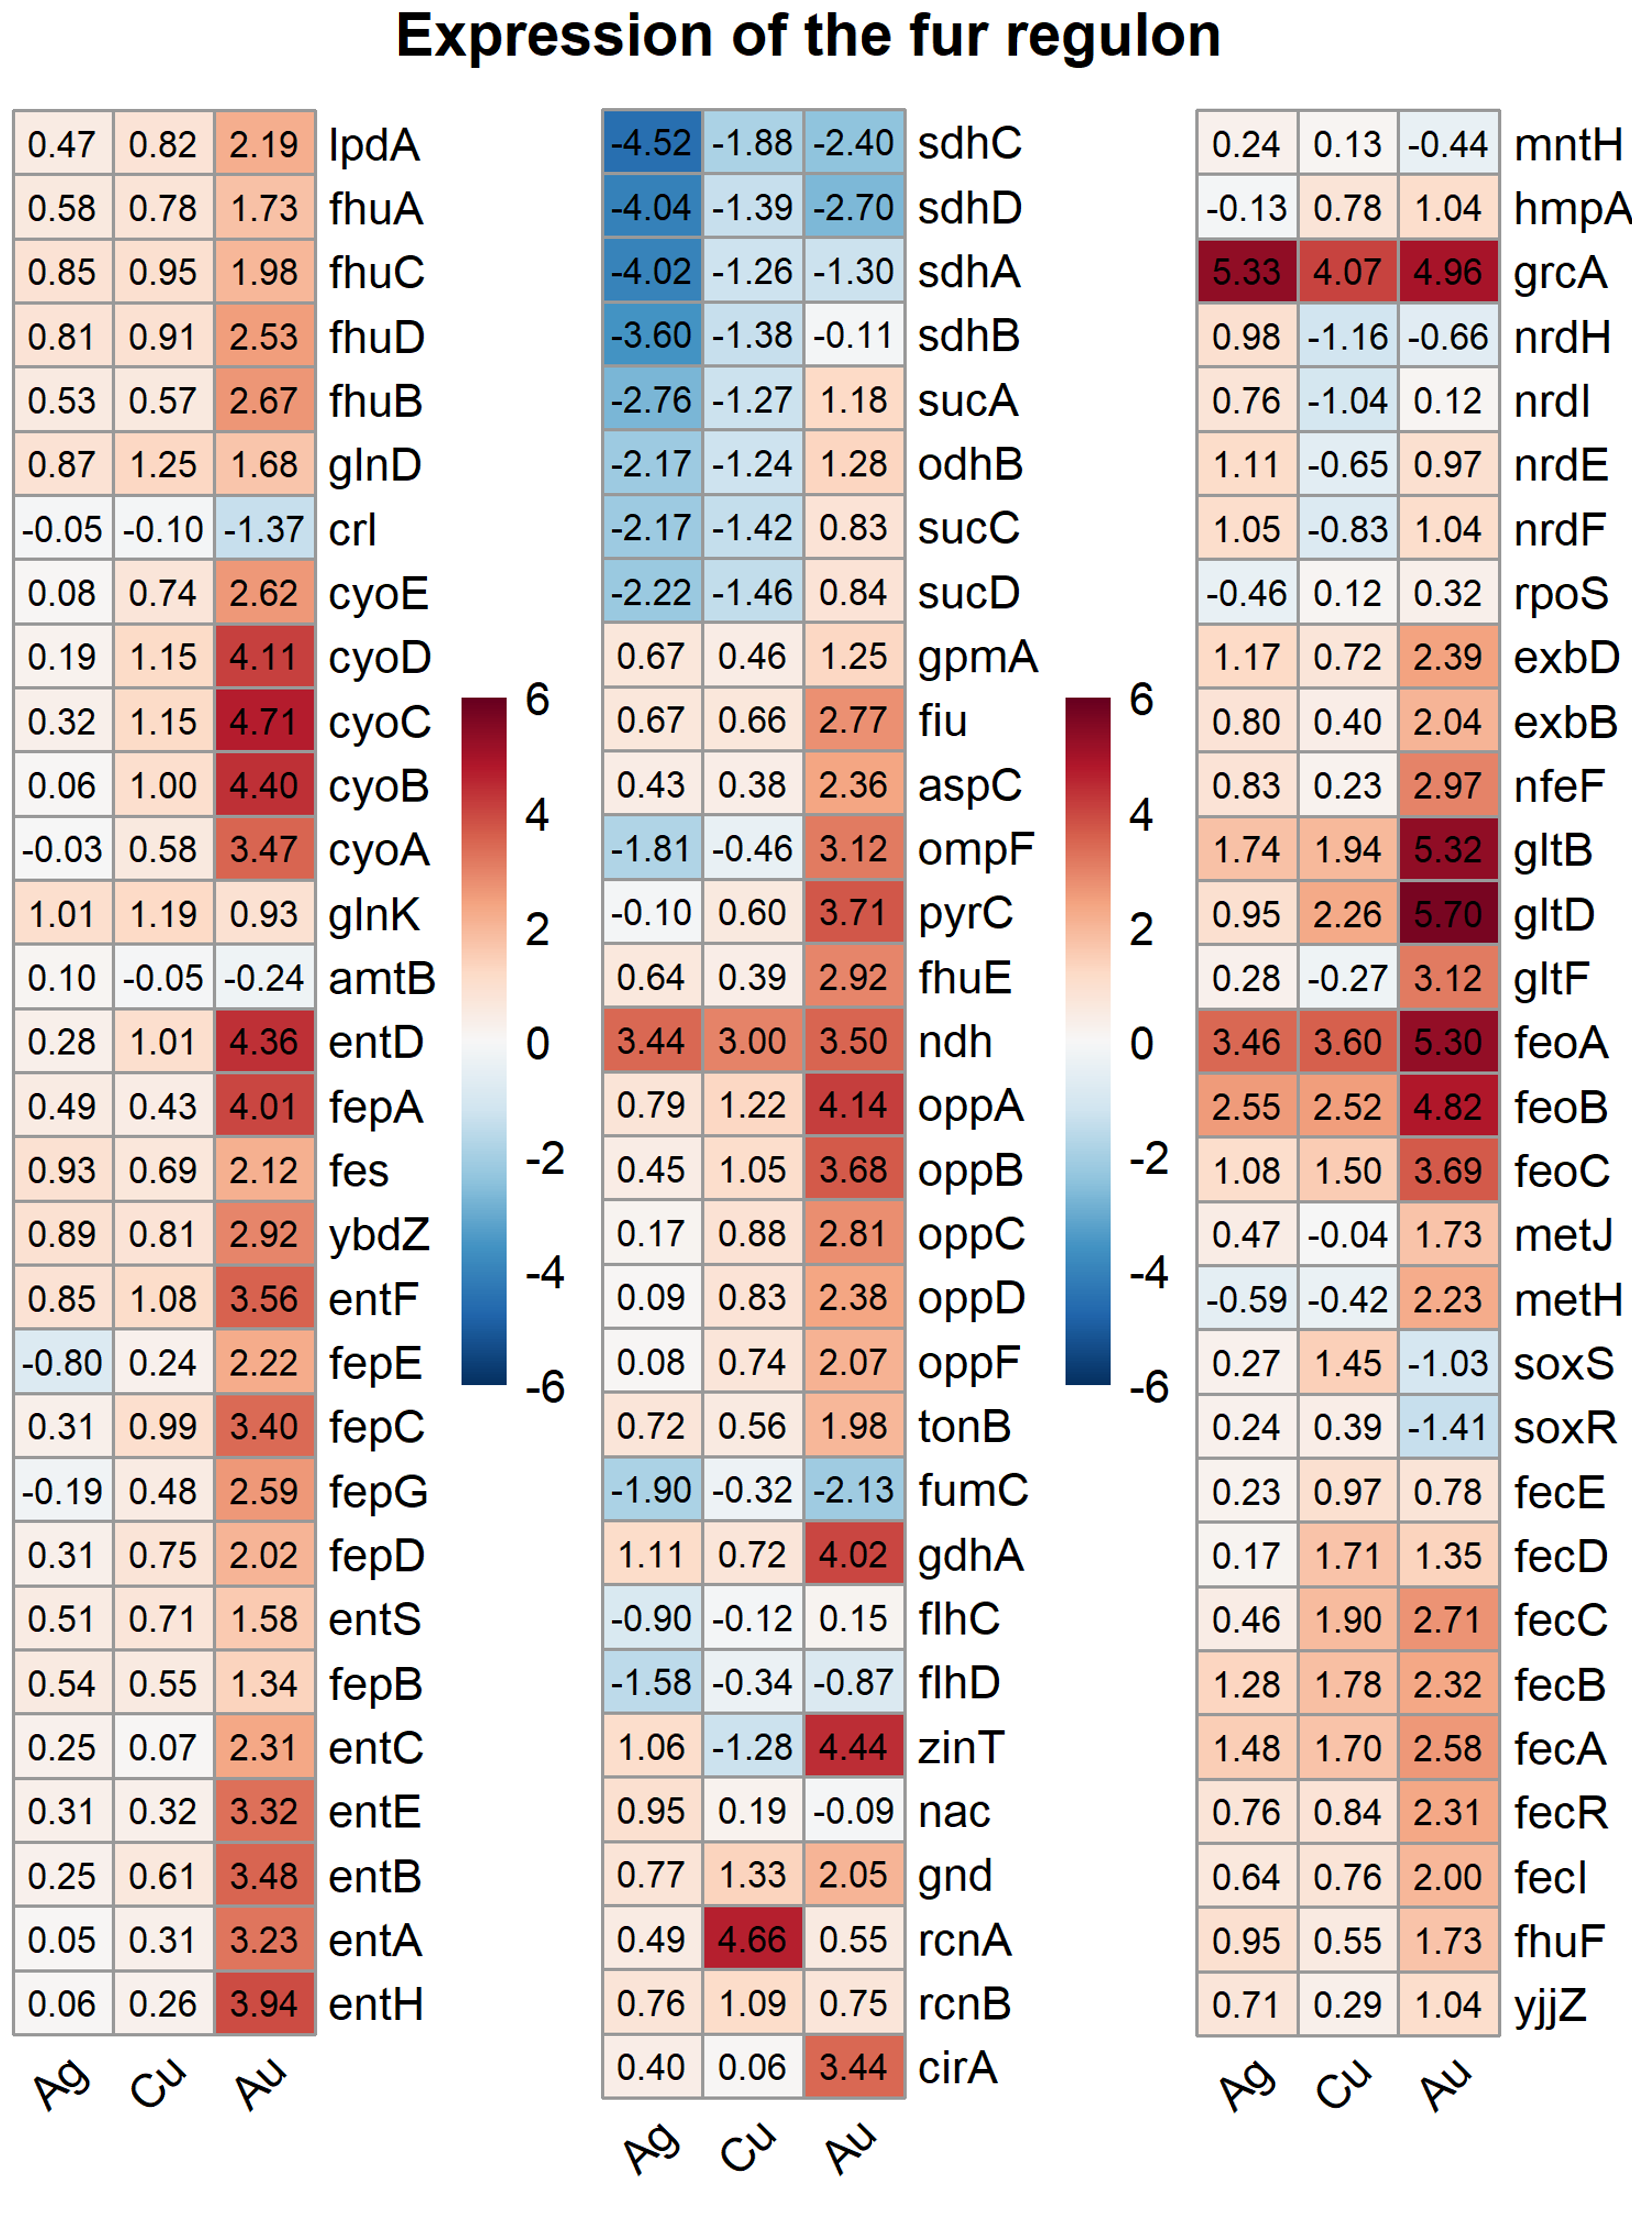
**

**Figure S11**. Average log_2_-fold change in gene expression for genes that are part of the Fur regulon. Each column corresponds to a different experimental condition: silver nitrate (Ag), copper sulfate (Cu), and tetrachloroauric acid (Au). Every experiment was contrasted against a non-metal challenge control, with three biological trials each.

How the deposited data were processed for this re-analysis (not part of the article)

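Transcripts of *E. coli* K12 BW25113 were measured by RNA-seq in 3 cultures with 39 µM copper sulfate and 3 without added metal, sampled after 10 hours. The data for silver and gold were not analysed here. The samples were assigned to condition and trial number from their labels and the methods, and each culture counts as 1 replicate.

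The deposited counts are whole numbers per coding sequence without normalization, which the authors made with rfastp for trimming and Rsubread for alignment to the BW25113 assembly and counting. The library kit keeps strand, but whether the counting used it, and how reads matching several places were assigned, is not given in the sources used here. Counts of near-identical genes such as *gadA* and *gadB* are therefore uncertain. The authors' deposited table holds their DESeq2 comparison: a signal column with the mean normalized count, log2-fold changes with standard errors, the Wald statistic as a score, and p-values before and after Benjamini-Hochberg adjustment, computed by the authors from the same counts. It was used to count their calls and to compare them with a rerun, whose log2-fold changes differed by at most 2.2e-09.

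Total counts per library were 1583081 to 2753148. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main test was edgeR's quasi-likelihood test with TMM factors, edgeR's default count filter and robust estimation, on all 6 libraries with the group as the only term. DEGs had a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2-fold change above 1. Gene sets were tested with limma's camera with a preset correlation of 0.01, with fry and with camera with an estimated correlation, and on DESeq2's Wald statistics with camera's pre-ranked form, over 20 sets of at least 3 genes. The sets were taken from the paper, from gene names or, for OxyR, SoxRS and RpoS, written from general knowledge. Intervals for genes with few control counts are 95% intervals that cover counting error only. The tests with edgeR, DESeq2, limma-voom and camera were also tested on simulated counts with known changes. Principal components used r-log values of the 5% most variable genes. Gene names come from the count table, and neighbouring genes from the MG1655 annotation ASM584v2. Coordinates come from the first 1304 of the 4378 rows of Supplementary Table 4.

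Genes given by name are those the paper names, the 5 largest changes each way among called genes with no overlap between the groups, and up to 3 genes per gene set. Values that the figures print had been seen when this rule was written. *hprR*, *hprS*, *ygiD*, *yhhW*, *yhaK* and the neighbours of *yhaK* fall outside it. Alternatives were DESeq2, limma-voom with and without sample quality weights, other size factors, other count filters, other spread estimates, a replicate block, other thresholds, other set tests, other settings of the principal component analysis, and each library left out in turn. Groups of 3 were not tested for outlying libraries. The regulator scores, modules and networks of the paper were not recomputed here.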

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

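The tests of counting noise, of run-on from *yhaJ* and of a gene count in other splits were chosen only after the result was seen, as were the minimum of 10 counts and the look at a ratio of 2.5; the quinone list was written after *azoR* and *yhaK* had been seen, but before its own values were, and the comparison of that list with the other genes tested was chosen after the result was seen.

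*yhaK*, a gene that the paper does not discuss, was higher in every Cu library than in every control, with counts of 533, 361 and 731 in Cu replicates 1, 2 and 3 and 41, 71 and 45 in the controls. The CPM of the lowest Cu library was 4.29 times that of the highest control. Of the 10 genes where this ratio was at least 4, with at least 10 counts in every Cu library, 9 are named in the paper and *yhaK* is the other. Its log2-fold change was 3.34 (standard error 0.47, adjusted p = 0.0771 by edgeR and 1.2e-11 by DESeq2). Unlike the copper homeostasis genes, it was highest in Cu replicate 1, at 415 CPM against 141 and 228 CPM in Cu replicates 2 and 3.

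At a looser ratio of at least 2.5, 16 genes passed, 13 of them named in the paper, and *ygiD* and *yhhW* joined *yhaK* as the others. The ratio was 3.26 for *ygiD*, at 43.0, 50.5 and 34.8 CPM in the controls and 346, 165 and 233 CPM in Cu replicates 1, 2 and 3, a log2-fold change of 2.53 (standard error 0.36, adjusted p = 0.0771 by edgeR and 2.6e-10 by DESeq2, within 2.6e-10 to 0.423 over the alternatives). It was 2.73 for *yhhW*, at 99.9, 85.2 and 77.2 CPM in the controls and 427, 273 and 286 CPM in Cu, a log2-fold change of 1.91 (standard error 0.30, adjusted p = 0.113 by edgeR and 9.8e-09 by DESeq2, within 9.8e-09 to 0.438 over the alternatives). Like *yhaK*, both were highest in Cu replicate 1, which the other 13 genes were not. At this ratio the real split had 16 genes higher and 14 lower in Cu. Another split set control replicates 2 and 3 with Cu replicate 1 against the rest. It had 66 genes higher and 5 lower in the group with Cu replicate 1. The other 8 splits had at most 4 one way. Both genes were chosen after their values had been seen, and no explanation was tested for them.

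For *yhaK*, counting noise is argued against by the 95% counting interval of its ratio, whose lower bound is 3.32. Scaling is argued against by a log2-fold change that was lowest at 3.37 over the 3 other scalings. *yhaJ*, the neighbour on one side in the MG1655 annotation (ASM584v2), had a log2-fold change of 0.44, well below that of *yhaK*. The strands of these genes were not compared, so whether run-on from *yhaJ* was possible is not known. *yhaL*, the neighbour on the other side, has no tested value here, so run-on from that side stays open. Chance cannot be excluded, since 10 splits of the 6 libraries never give a share below 0.1. At a ratio of at least 4 and the same minimum count the real split had 10 genes higher and 7 lower in Cu. Another split set control replicates 2 and 3 with Cu replicate 1 against the rest. It had 11 genes higher and 0 lower in the group with Cu replicate 1, more in one direction than the real split. The other 8 splits had at most 1. A response of quinone and electrophile defence genes, as *azoR* also belongs to this class, is a hypothesis that was tested on a list of 11 other genes, 10 of which could be tested. Of these, 2 were higher in every Cu library than in every control, where chance gives 5% and the other 3692 genes tested had 7.02% (Fisher's exact test, one-sided, p = 0.153). With the 1 gene that was lower in every Cu library, 3 did not overlap, where chance gives 10% and the other genes had 15.7% (Fisher's exact test, one-sided, p = 0.199). Both tests take the genes as independent. The median log2-fold change of the list was -0.27. Tests of the list with limma's camera and fry gave p values of 0.720 and 0.608. A response of the class was not detected, and the cause of the rise of *yhaK* stays open.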

How the results depend on the processing

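The alternatives were set before the data were examined, apart from the settings of the principal component analysis that scaled all genes to unit variance and the form of camera used on DESeq2's statistics, which were chosen after values had been seen.

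The main edgeR test called 3 UP DEGs and 1 DOWN DEG. DESeq2 with the thresholds of the paper called 80 and 76, and limma-voom with sample quality weights 332 and 691. Those weights were 0.580 for control replicate 1 and 0.150 for Cu replicate 1, against 2.04 and 2.22 for Cu replicates 2 and 3. Upper-quartile factors gave 5 UP DEGs and total counts alone 5, each with 1 DOWN DEG. With an adjusted p below 0.01, or with edgeR's glmTreat test of a log2-fold change beyond 1, 0 UP and 0 DOWN DEGs were called, against 414 genes at an unadjusted p below 0.05 in the main test. limma-voom, RLE size factors, no count filter, a mean count of at least 50 and the version 4 form of the test each gave 4 UP DEGs and 1 DOWN DEG, and the tests without robust estimation or without a fold-change threshold gave 3 and 1. Over the 6 libraries left out in turn, UP DEGs ranged from 0 to 392 and DOWN DEGs from 0 to 616. The highest counts came without Cu replicate 1, and 0 without each of the other 5, with 162 to 278 genes at an unadjusted p below 0.05. Beyond the stricter thresholds and the smaller number of libraries, the cause was not tested. With upper-quartile factors the median log2-fold change of all genes moved to 0.13, and with total counts to 0.16. No mean of the 20 gene sets changed sign under these scalings or RLE size factors.

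Counts within lists moved with the total. Of the 23 genes of Table 1, 1 was called by the main test, 23 by DESeq2, 23 with sample quality weights and 0 to 22 with each library left out. Of the 7 Fur targets, 0 were called by the main test, with all 7 at an unadjusted p below 0.05, 7 by DESeq2, 7 with quality weights and 0 to 7 with each library left out. Of the 6 genes of the CusR regulon, 1 was called by the main test, 6 by DESeq2, 6 with quality weights and 0 to 6 with each library left out. Of the 9 CpxR-regulated genes, 0 were called by the main test, with 1 at an unadjusted p below 0.05, 1 by DESeq2, 4 with quality weights and 0 to 3 with each library left out. Of the 22 CysB genes, 0 were called by the main test, with 2 at an unadjusted p below 0.05, 2 by DESeq2, 2 with quality weights and 0 to 2 with each library left out. In each list the highest count with a library left out was the one without Cu replicate 1. The number of CysB genes with a log2-fold change above 1 was 16 and ranged from 3 to 18 with each library left out, 3 without control replicate 1 and 7 without Cu replicate 3. The average of *gsiABCD* ranged from 0.84 to 1.65, lowest without control replicate 1 and highest without control replicate 2. The cause of these movements was not tested here beyond what is given under other observations.

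Camera with a preset correlation called 17 of the 20 gene sets, and none of the 17 passed under fry or under camera with an estimated correlation, in that order below. The Table 1 genes and the 7 Fur targets were chosen as UP DEGs partly on these libraries, and *yccA* joined the CpxR-regulated genes in that way. Their camera calls are therefore not evidence of a response. Sets grouped for Supplementary Table 2, such as the *mal*, *glc* and *lsr* genes, follow regulators scored on these libraries. Their camera calls are not independent evidence either. Among the 17 was the CusR regulon, with a mean of 6.55 and adjusted p of 0.106 and 0.146. The 7 Fur targets had a mean of 2.59 and adjusted p of 0.166 and 0.329. The Table 1 genes had a mean of 2.69 and adjusted p of 0.128 and 0.245. The CpxR-regulated genes had a mean of 0.82 and adjusted p of 0.255 and 0.384. Also among them were *gsiABCD* with a mean of 1.17 and adjusted p of 0.166 and 0.353, the *cys* genes with a mean of 0.88 and adjusted p of 0.245 and 0.362, the *tau* genes with a mean of 1.12 and adjusted p of 0.166 and 0.353, and the *fec* genes with a mean of 1.36 and adjusted p of 0.166 and 0.353. The list went on with the *ent*, *fep* and *fhu* genes with a mean of 0.60 and adjusted p of 0.166 and 0.356, the *mal* genes and *lamB* with a mean of -2.30 and adjusted p of 0.0680 and 0.146, the *glc* genes with a mean of -3.31 and adjusted p of 0.106 and 0.209, and the *lsr* genes with a mean of -3.08 and adjusted p of 0.128 and 0.350. It further held the *gad* genes with a mean of -1.90 and adjusted p of 0.166 and 0.353, the *pur* genes with a mean of 0.83 and adjusted p of 0.210 and 0.353, the *sdh* and *suc* genes with a mean of -1.28 and adjusted p of 0.166 and 0.356, and the ribosomal protein genes with a mean of 0.52 and adjusted p of 0.308 and 0.495. The last was the RpoS-dependent genes with a mean of -1.17 and adjusted p of 0.128 and 0.353. The direction of these sets is the same by construction, since the 3 tests share the fold changes. OxyR targets passed with DESeq2's statistics (mean -0.27, adjusted p 0.0445) and in limma-voom (mean -0.36, adjusted p 0.0329). With each library left out the means ranged from 0.51 to 1.18 for the CpxR-regulated genes (no longer past the threshold without control replicate 2 or Cu replicate 2), 0.84 to 1.65 for *gsiABCD* (without control replicate 1), 0.74 to 1.74 for the *tau* genes (without Cu replicate 1), -2.18 to -1.05 for the *gad* genes (without Cu replicate 1) and 0.34 to 1.07 for the *pur* genes (without Cu replicate 3). Leaving out 1 library also moved other means by over 1.5 times without changing a call. The *lsr* genes without Cu replicate 1 were at -7.12, the *sdh* and *suc* genes at -2.83 and the ribosomal protein genes at 0.84. Without Cu replicate 3 the ribosomal protein genes were at 0.29 and the *ent*, *fep* and *fhu* genes at 0.36. The *cys* genes were at 0.50 without control replicate 1 and 1.48 without control replicate 2, where the *tau* genes were at 0.74 and 1.74, and the *gad* genes were at -1.05 without control replicate 1, where OxyR targets were at -0.18 and SoxRS targets at 0.18. The *pst* and *pho* genes ranged from 0.16 to 0.35, lowest without Cu replicate 3, and passed without Cu replicate 2. The cause was not tested.

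PC1 held 77.8% of the variance and ranged from 65.1% to 87.8% with each library left out. Unit variance over the 4363 coding sequences whose values vary gave 48.9%, and over the genes that passed the filter 52.8%. The gap on PC1 between the groups, as a share of the range of the scores, was -13.7%, negative because Cu replicate 1 lay among the controls. With each library left out it ranged from -15.8% to 91.0%, and it was positive without Cu replicate 1.

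With the trial number as a replicate block, edgeR called 0 UP and 0 DOWN DEGs, 0 of the Table 1 genes and 0 of the CusR regulon, with 379 genes at an unadjusted p below 0.05. The deviations from the group means of libraries with the same number had correlations of -0.218, -0.0934 and -0.306 across genes. No deviation shared by libraries with the same number was seen. With so few libraries, and Cu replicate 1 far from the other Cu libraries, these values cannot exclude a pairing by trial.

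Over the 41 genes given by name, no log2-fold change changed sign under any alternative. DESeq2 called 29 of them and sample quality weights 33 of them that the main test did not, and leaving out Cu replicate 1 32. The 4 genes called by the main test were lost under the replicate block and without each library other than Cu replicate 1, and *rcnA* also fell short in limma-voom (adjusted p = 0.0584, within 1.9e-18 to 0.423 over the alternatives). The minimum mean count of 50 gave no value for 3 of the named genes and for 1 gene set. Among the genes whose own values are given at a claim, leaving out Cu replicate 2 moved *grcA* from 4.08 to 2.30, *feoB* from 2.51 to 1.49, *soxS* from 1.44 to 0.93 and *cpxP* from 0.76 to 0.31. Leaving out Cu replicate 3 moved *tcyP* from 1.90 to 1.17. Leaving out control replicate 1 moved *cpxP* to 1.33, *cysI* from 1.30 to 0.73 and *cysH* from 1.66 to 1.10, and leaving out control replicate 2 moved *cysI* to 2.32 and *cysH* to 2.58. Depth limits the fold changes of *cusC* and *cusF*, whose control counts are below 5.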

Differences from the paper's values

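The paper gives 80 UP DEGs for Cu, and the edgeR test called 3. The paper gives 76 DOWN DEGs, and the edgeR test called 1. Of the alternatives set before the data were examined, DESeq2 with the thresholds the paper states gave 80 and 76. None of the others came within a factor of 1.5 of the paper's values. limma-voom with sample quality weights gave 332 and 691, leaving out Cu replicate 1 gave 392 and 616, and the rest gave between 0 and 5 UP DEGs and 0 or 1 DOWN DEGs.

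The paper lists 23 genes as UP DEGs in all metals, and the edgeR test called 1 of them in Cu. DESeq2 and limma-voom with sample quality weights called 23 and the test without Cu replicate 1 called 22, and the other alternatives did not come near the paper's value. The paper gives 7 Fur targets as UP DEGs, and the edgeR test called 0 of them in Cu, with an unadjusted p below 0.05 for all 7. DESeq2, limma-voom with sample quality weights and the test without Cu replicate 1 called 7, and the other alternatives did not.

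PC1 of the Cu samples holds about 45% of the variance in Fig. S9, read by eye, and 77.8% here. Of the alternatives set before the data were examined, leaving out Cu replicate 2 (66.1%) or Cu replicate 3 (65.1%) came within a factor of 1.5, and the others did not. Scaling the 4363 coding sequences whose values vary to unit variance gave 48.9% and scaling the genes that passed the filter 52.8%, both chosen after seeing the values.

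The paper names *csgF* and *csgE* as UP DEGs in Cu. In edgeR they had adjusted p values of 0.478 and 0.484, and in DESeq2 0.220 and 0.199, and neither is called in the authors' deposited table. They were called by limma-voom with sample quality weights and without Cu replicate 1. Of the 9 CpxR-regulated genes all had a log2-fold change above 0. The paper also names *yccA* and *tcyP* as UP DEGs in Cu. In edgeR their adjusted p values were 0.403 and 0.408, and both were called by DESeq2, by limma-voom with sample quality weights and without Cu replicate 1. The paper calls the CusR regulon significantly up-regulated by Cu. By edgeR 1 of its 6 genes passed, while DESeq2, limma-voom with sample quality weights and the test without Cu replicate 1 called all 6, and every Cu library was above every control for all 6. The paper states that the samples cluster by treatment in the principal component analysis. Cu replicate 1 lay among the controls on PC1 in the main setting, and the groups were apart on PC1 when Cu replicate 1 was left out. On PC2 every Cu library lay below every control in the main setting. The nearest were Cu replicate 3 at -0.82 and control replicate 3 at -0.66.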

Other observations

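The tests of sample labels, of mixed RNA and of growth stage for Cu replicate 1, of depth and of labels for control replicate 1, and the edgeR and DESeq2 counts over other splits of the libraries were chosen only after the results were seen. In the amino acid test, single genes of the threonine, isoleucine and tryptophan families had been seen before.

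Cu replicate 1 was closer to the controls than to the other Cu libraries, in the principal components and in its correlations. A control library with a Cu label is argued against by the copper homeostasis genes, since the 8 genes regulated by CueR and CusR were raised in Cu replicate 1, with a median of 9.04 times the control mean. A mix of RNA from control and Cu cultures would give the same share of Cu RNA for every gene. With Cu replicate 2 as the Cu source that share had a median of 14.5% over the CusR regulon and 91.7% over the *glc* genes, and the smallest difference between the 2 medians over both Cu sources was 76.9 percentage points. The *glc* genes were chosen for this after values had been seen, and 1 of the 7 lay outside the range that a mix allows, with a share of -134%. Lower depth is argued against by thinning, after which the highest correlation of Cu replicates 2 and 3 with a control was 0.780. A culture at another growth stage stays open. The ribosomal protein genes were lower in Cu replicate 1 than in the nearer of the other Cu libraries, with a mean log2 CPM difference of -0.998, and the RpoS-dependent genes were higher by 0.64, but the growth of these cultures was not analysed here. A weaker response to Cu in that culture was not tested.

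Control replicate 1 was low in CysB-regulated transcripts, with a median ratio of 0.0830 to the mean of the other controls over the 22 genes of Fig. 7. Lower depth is argued against by thinning, after which the ratio was 0.0892. A Cu library with a control label is argued against by the 8 copper homeostasis genes, with a median ratio of 1.06 to the other controls. Amino acids carried over from rich medium may lower transcripts of several biosynthesis families. Of 11 families besides *cys*, 1 had a median log2 ratio below -1, the threonine genes at -3.79, while the families of histidine (1.18), leucine (1.33), methionine (1.03) and tryptophan (2.25) were higher. The median was below 0 in 4 families, among them isoleucine and valine at -0.84, with 7 of 13 genes lowest in control replicate 1, and proline at -0.43, with 2 of 3. These values argue against a carry-over that lowers most families, while a carry-over of some amino acids stays open. The design names no condition that sets control replicate 1 apart, and no other explanation was tested.

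The 6 libraries can be split into 3 and 3 in 10 ways, so chance cannot be excluded at a share below 0.1 by design. The real split had the most edgeR calls, 4 against 0 in each other split, and 1 of the 10 splits reached that count. By DESeq2, 3 of the 10 splits had at least as many calls as the real one with 156. Control replicate 1 with Cu replicates 2 and 3 against the rest had 440, and control replicates 1 and 3 with Cu replicate 1 against the rest had 182. The other 7 splits had at most 16. For gene sets called by camera, 1 of the 10 splits reached the 17 of the real split, and the split of controls 1 and 2 with Cu replicate 1 against the rest had 16. Of these sets, 3 were chosen wholly or partly by calls in these libraries, which favours the real split. Over the other 17 sets the real split had 14 and that split 13, a count that was added after the results were seen. Several of these 17, such as the *mal*, *glc* and *lsr* genes, follow regulators that the paper's Supplementary Table 2 lists for Cu. Those regulators were scored on the same libraries, so this count is not free of selection either. Fry called 0 sets in every split.

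On simulated counts for 3702 genes in 3 Cu and 3 control libraries with 200 genes changed by a log2-fold change of 3 either way and the spread estimated from these libraries, edgeR recovered 85.0% of these genes. A further 20 genes were raised by 1.5 to test camera, and 2 of them were called. Of all 177 calls, 5 were on genes that had not been changed. DESeq2 recovered 95.0% of the 200 genes and called 14 of the further 20, with 56 false calls among 260. limma-voom recovered 79.5% and called 3, with 6 false calls among 168. The genes were drawn independently, and no simulated library departed from its group as Cu replicate 1 does. These rates therefore need not hold for the real libraries.

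In Cu, *hprR* had a log2-fold change of 2.42 (standard error 0.50, adjusted p = 0.218 by edgeR and 1.2e-05 by DESeq2) and *hprS* one of 1.54 (standard error 0.45, adjusted p = 0.403 by edgeR and 0.0108 by DESeq2). The paper's Supplementary Table 2 lists the regulator encoded by *hprR*, under its synonym YedW in the MG1655 annotation, among the highest for Cu. These 2 genes were chosen after their values had been seen. The zinc exporter gene *zntA*, which the paper discusses for gold, had a log2-fold change of 2.19 in Cu (standard error 0.63, adjusted p = 0.403 by edgeR and 0.00366 by DESeq2). Of the 9 genes of Fig. 8, 6 were tested in Cu and 1 had a log2-fold change above 1.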
